# Differential activity of transcription factors and neuronal effectors during the development of pikeperch brain

**DOI:** 10.1242/bio.062280

**Published:** 2025-11-20

**Authors:** Radka Symonová, Tomáš Jůza, Million Tesfaye, Marek Brabec, Zuzana Sajdlová, Jakub Brabec, Jan Kubečka

**Keywords:** Growth phenotypes, Body size, Solute carrier transporters, *Klf* orthologs, Neurodevelopmental regulome

## Abstract

Juvenile pikeperch (*Sander lucioperca*) undergo several ontogenetic shifts, the timing of which determines the survival of their first winter. The shift from planktivory to a more active piscivorous phenotype involves moving from pelagic to demersal habitat with more stimuli and hence potential brain functional reorganizations. During two consecutive years, we collected planktivores and piscivores with different body sizes between the years, recording distinct stages relative to the shift, and analyzed their whole-brain transcriptomes in an ecological context. We identified a distinct non-overlapping group of transcription factors (TFs) significantly upregulated in each phenotype: TFs upregulated in planktivores correspond to initial establishment of brain regions and overall architecture; TFs upregulated in piscivores correspond to the refinement of neurons and the formation of specific neuronal circuits. The planktivores independently of body size were characterized by interconnected activity of two TFs, fosab and junba. Gene set enrichment revealed extracellular matrix and collagen-related transcripts in piscivores from both years. A high activity of solute carrier (Slc) transporters was identified in the smaller-bodied piscivores. The neurotranscriptomics results reflected differences in body size and matched with ecological data and survival rates. The brain regulome indicated that body size differences translate into the specific gene activity of juvenile pikeperch.

## INTRODUCTION

Different embryos, even within a single clutch, develop at slightly different rates. Such asynchrony was documented in the development of zebrafish (*Danio rerio*) embryos fertilized simultaneously and incubated at optimal conditions (Kimmel et al., 1995). Asynchrony arises at the earliest stages, and as it becomes gradually more pronounced, particularly among individuals from different clutches, growth phenotypes can be distinguished (Goodrich and Clark, 2023). Similar asynchrony is known also in pikeperch [*Sander (Stizostedion) lucioperca* L.] from aquaculture in its early stages (Tönißen et al., 2024) and from free water (Jůza et al., 2014; Tesfaye et al., 2025).

Pikeperch (Percidae, Perciformes) is the main predatory large-body fish species of European eutrophic freshwater bodies and plays a key role by reducing planktivorous and omnivorous fish abundance (Dörner et at., 1999; Wysujack et al., 2022). While highly appreciated in aquaculture and angling fisheries in Central Europe (e.g. Policar et al., 2019; Colchen et al., 2020), pikeperch is an invasive and unwanted species in other parts of Europe (e.g. Balkan, Pavličević et al., 2016; Iberian peninsula, Ribeiro et al., 2021; UK, Nolan et al., 2024, Stakėnas et al., 2024). Pikeperch ontogeny, among others, involves a change in its food ecology during the first year of life – planktivorous fingerlings inhabiting pelagic undergo a profound ontogenetic shift towards piscivory and become demersal (Tesfaye et al., 2025). The ontogenetic dietary shift in fish is driven by reaching a body size that allows a fish to swallow the first fish prey (Sánchez-Hernández et al., 2019) and by availability of prey of suitable size (Ginter et al., 2011). Hence, body size is a key trait driving the fate of each individual fish (Keppeler et al., 2020). Reaching the body size that enables a fish to swallow the first fish prey is asynchronous in pikeperch and results in coexistence of at least two size classes (Tesfaye et al., 2025; Symonová et al., 2025). Decades of ichthyological surveys identified a complex body size-driven relationship between planktivores and piscivores – beside food ecology, they differ in their abundance, favored habitat and in the length of their existence. A certain fraction of planktivores switches to piscivory earlier or faster and then co-exists with their ‘delayed’ siblings (Jůza et al., 2014; Tesfaye et al., 2024, 2025, in press; Tesfaye, 2025). After the first winter, both planktivores and piscivores contribute to the new generation roughly equally despite huge differences in their abundance (the less numerous piscivores have higher chances of surviving the first winter than the more numerous but less developed planktivores, Tesfaye et al. (in press). This can be considered a maternally induced adaptive phenotypic response to unpredictable environments through increasing within-clutch offspring size variation, the bet-hedging strategy (Crean and Marshall, 2009). The development towards distinct growth phenotypes within a population is driven by gene activity of neurophysiological determinants during brain ontogeny including e.g. a metabolism-related individual's personality (Metcalfe et al., 2016), performance capacity of fish during stress (Madison et al., 2015) and neurohormonal appetite control (Deal and Volkoff, 2020).

To understand the neurodevelopmental drivers of this complex eco-morphological shift, we have initiated neurotranscriptomics research and identified Gene Ontology (GO) terms significantly upregulated in whole-brain transcriptomes of both phenotypes of juvenile pikeperch (Symonová et al., 2025). However, neurotranscriptomics of juvenile non-model fish is only poorly understood. Hence, knowledge gaps and limitations in available resources persist despite the accumulating body of knowledge of its importance in mammals (e.g. Vinsland and Linnarsson, 2022). Only recently, a handful of studies have explored neurotranscriptomics of non-model juvenile fish species (Zhao et al., 2024 for common carp in response to warming; Ru et al., 2025 for greater amberjack under saline stress; Feng et al., 2025 in response to endocrine disruptors). Nonetheless, these studies were performed with fish from captivity that cannot reflect the gene activity of wild fish living under completely different conditions. Our study aims to fill this gap by analyzing wild fish.

Fish brain transcriptomes involve more than 20,000 genes (Symonová et al., 2025 for juvenile pikeperch); hence, it is useful to divide protein-coding genes into transcriptional regulators, i.e. transcription factors (TFs; Leung et al., 2022) and neuronal effector genes (NEGs, also known as neuronal terminal differentiation genes or neuron class effector genes; Zhang et al., 2021) encoding proteins with specific neuronal terminal features. TFs are key regulators of the NEGs governing the fate of diverse brain cell types; however, some TFs themselves can act as drivers of neuronal type. This underscores the multidimensionality of the vertebrate neural regulome and the need to distinguish further subcategories based on their known molecular functions during neurodevelopment: immediate early genes (IEGs) are critical components of brain development and function, playing key roles in neuronal activity, synaptic plasticity, learning, memory, and rapid responses to environmental stimuli (Tregub et al., 2025). IEGs in fish neurodevelopment include TFs (Calvo and Schluessel, 2021). In mammals, TFs became intensively studied (Wingender et al., 2018; Yin and Wang, 2014) and brain specific TFs are known mostly for model species (Sousa and Flames, 2022). Knowledge of fish brain specific TFs is still patchy and mostly related to food intake control in adult individuals of a handful of species kept in the laboratory (Vinnicombe and Volkoff, 2022). NEGs determine the functional properties of neurons and encode a wide array of proteins essential for neuronal functions: ion channels, G protein-coupled receptors, enzymes for neurotransmitter synthesis, synaptic proteins, transporters, receptors, neuropeptides and their receptors, cell adhesion molecules, motor proteins, and molecules of signal cascades (Hobert, 2011; Zhang et al., 2021). Of the NEGs, neuropeptides are chemical messengers involved among others in the appetite-controlling neuroendocrine systems in fish (Rønnestad et al., 2017; Deal and Volkoff, 2020). Neuropeptides with their receptors belong to transcripts upregulated in the juvenile pikeperch phenotypes (Symonová et al., 2025; this study). Composed of small chains of amino acids, these molecules are synthesized and subsequently released by neurons (Russo, 2017). Their primary function lies in modulating neural activity, though their influence extends beyond the central nervous system (CNS). Neuropeptides require their specific receptors and exhibit distinct characteristics in their biosynthesis, release mechanisms, and the prolonged, often widespread, modulatory effects they exert in brain (Rønnestad et al., 2017; Deal and Volkoff, 2020). Anorexigenic and orexigenic neuropeptides significantly influence neurogenesis and neuronal migration, two fundamental processes in brain development; their relevance for pikeperch ontogeny is extensively discussed by Symonová et al. (2025).

Here, we first analyze newly obtained neurotranscriptomics data from two growth phenotypes of juvenile pikeperch of the season 2023. Then, we integrate data from both consecutive seasons 2022 and 2023 benefiting from non-overlapping body size ranges of the collected individuals. Results of ichthyological surveys provided a size-based frame related to their transition to piscivory and to their (quantitative) contribution to the next generation. Among the genes significantly differentially transcribed between planktivores and piscivores of both years, different groups of TFs and solute carrier transporters were prominent and complementary with two distinct neurodevelopmental programs determining the corresponding growth phenotype.

## RESULTS

### Ecological framework for neurotranscriptomics

We recorded two non-overlapping size stages of the planktivorous phenotype from the pelagic: larger planktivores closer to their transition to piscivory in 2022 and smaller planktivores farther from the transition in 2023 (Table 1, Fig. 1). Similarly, smaller demersal piscivores, i.e. sooner after their transition from planktivory, were recorded in 2023 and larger piscivores, i.e. later after their transition, were recorded in 2022. Planktivores were always much more abundant than piscivores (Fig. 1A). Their respective contribution to the 1-year-old cohort is evidenced in Fig. 1B – the larger and more numerous juvenile pikeperch of 2022 gave rise to an about three to four times stronger cohort of 1-year-old pikeperch in 2023 whereby the highest proportion was produced by the planktivores of August 2022 (likely continuation of cohorts is annotated by arrows at Fig. 1). The smaller and less numerous juvenile pikeperch of 2023 gave rise to a weaker cohort in 2024, where, however, original piscivores were more numerous than original planktivores.

**Fig. 1.**
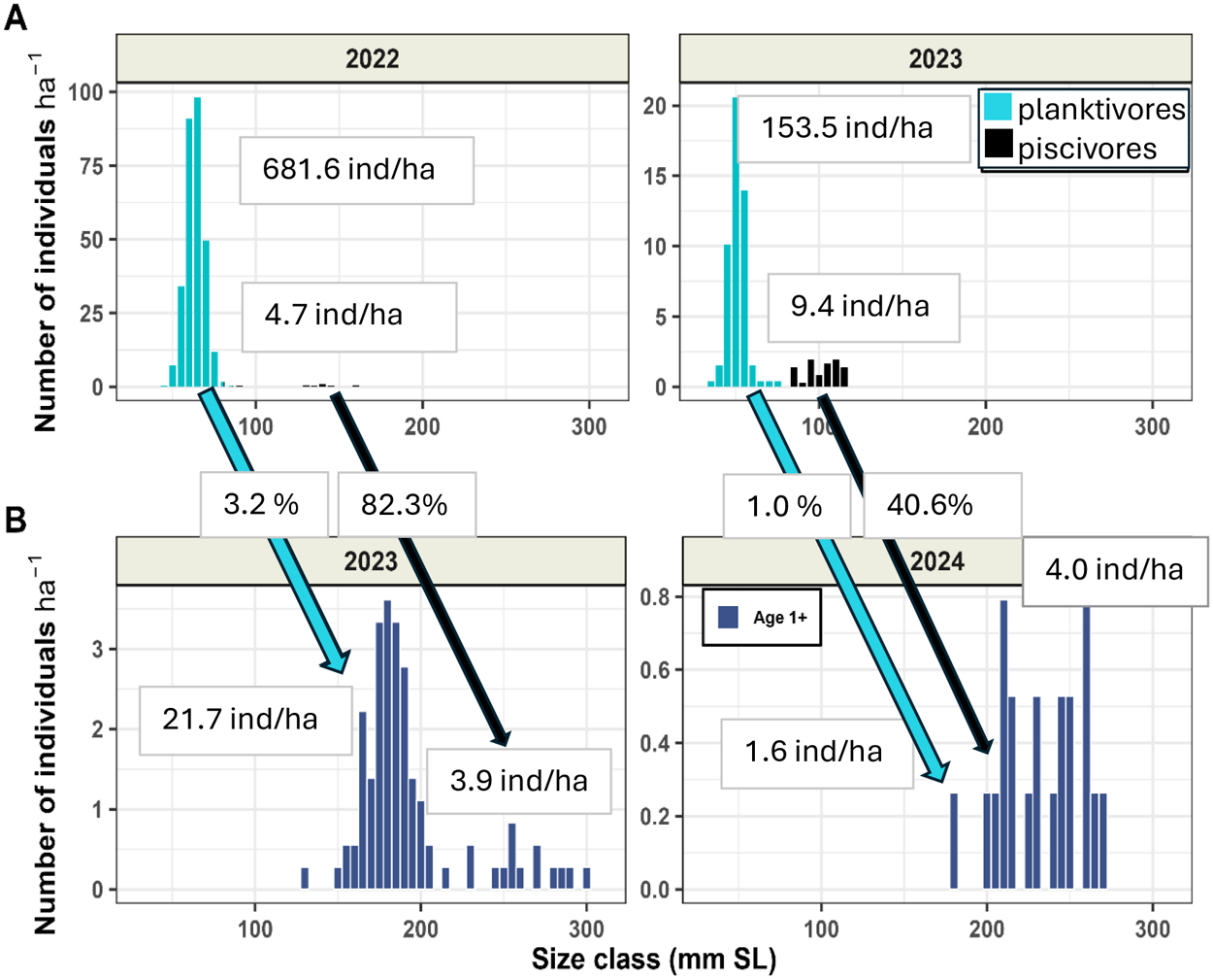
**Overview of results of ichthyological surveys.** (A,B) Absolute densities of the planktivorous and piscivorous juveniles of pikeperch in size groups recorded during August surveys in the first (A) and in the second (B) year of life. Note different axes scales due to highly different densities of different groups in different years. Diagonal arrows represent the continuation of the same original phenotype in the 1st and 2nd year of life (in the 2nd year of life, all pikeperch are piscivorous). The proportions of second year pikeperch coming from planktivorous and piscivorous phenotype were calculated according to Tesfaye et al. (in press). Text boxes give overall densities of phenotypes in the reservoir and their percentual survival between the 1st and 2nd year of life. Planktivores are much more abundant than piscivores but the piscivores have much higher survival rates. ha, hectare.

**Table 1.** Overview of individuals processed by whole-brain RNA-seq in years 2022 and 2023, and summary of upregulated genes obtained for phenotypes and years

Growth phenotype	Habitat	*n*	SL 2022 (mm)	SL 2023 (mm)	up 2022	up 2023
Planktivorous	Pelagic	3+3	60-68	52-53	76	46
Piscivorous	Littoral	3+3	110-130	85-100	71	338

Genes upregulated	Planktivores 2022		Planktivores 2023	Piscivores 2022	Piscivores 2023	
Planktivores 2022	×		364	76*	×	
Planktivores 2023	193		×	×	46	
Piscivores 2022	71*		×	×	150	
Piscivores 2023	×		338	197	×	

*n*, counts of individuals of the phenotype analyzed in 2022 and 2023; SL, standard length; up, significantly upregulated genes; counts of upregulated genes belong to the phenotypes in the left column. Lists of upregulated genes for each combination are in Tables S2-S4 and in Symonová et al. (2025). *Symonová et al. (2025).

The density of planktivorous pikeperch in late August 2022 was extremely high (682 individuals/hectare – Fig. 1A or 849 individuals/pelagic hectare). This high density, however, dropped many folds in just 3 weeks by 21 September 2022 (31 individuals/pelagic hectare) as recorded by our additional ichthyological survey in September 2022. This means that most pikeperch abandoned their pelagic way of life and either became demersal or died. Fig. 1B shows that an important proportion (3.2%) of this extremely strong year class, i.e. individuals hatched in one year, in this case in 2022, survived till the next year. The ichthyological survey in 2023 confirmed that these individuals established the majority of the 2022-year class for its further development, where all individuals became piscivorous beginning with the next year of their life (Fig. 1B).

Below, we aim to characterize the differences between these two juvenile pikeperch phenotypes based on their whole-brain gene transcription and understand the potential reasons of their different success.

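RNA of whole brains from 12 juvenile pikeperch was sequenced, 3 piscivores and 3 planktivores from each of the years 2022 and 2023. Standard length was 110 to 130 mm in piscivores and 60 to 68 mm in planktivores of 2022, and 85 to 100 mm and 52 to 53 mm in 2023 (Table 1). Planktivores were trawled in the pelagic zone and piscivores seined in the littoral zone, so that gear and habitat went with the phenotype, and body size did too. The sex of the fish was not distinguishable. The authors mapped trimmed reads of poly(A)-enriched libraries to SLUC_FBN_1.2, counted unique reads within exons of each gene and deposited these counts without normalization, together with TPM. The 24 lines of the count table that name no gene held between 0.589% and 3.18% of the counts of a library and were left out, and 32963 genes remained. Between 15327406 and 33858794 counts per library fell on named genes, with a median of 19739299 in piscivores and 31938860 in planktivores of 2022, and of 32283405 and 27561712 in 2023. A floor of 3 counts, which covers counting error only, corresponded to between 0.0886 and 0.196 CPM, the counts of a gene scaled to a common library total of 1e+06, before the TMM normalization used below. Ribosomal RNA genes took 12.0% to 21.0% of the counts in 2022 and 0.137% to 0.360% in 2023, so the libraries of the 2 years also differed in a way that neither phenotype explains. Each comparison between phenotypes or years was fitted with edgeR's quasi-likelihood model on genes kept by its filterByExpr rule after TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method. Genes with an adjusted p below 0.05 and an absolute log2 fold change above 1 were called differentially transcribed (DT), the thresholds of the study. Expression is given as TMM-normalized CPM, as mean ± SD of the 3 libraries of a group. A positive log2 fold change is higher in piscivores or, between years, higher in 2022. No difference of a single gene between 2 groups of 3 fish can pass an exact permutation test, whose smallest two-sided p is 0.1, so the adjusted p-values rest on variance shared across genes.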

### Differentially transcribed genes between phenotypes and interannual comparison

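Of 21386 genes tested between the phenotypes of 2023, 36 were DT by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 27 of them higher in piscivores and 9 higher in planktivores, and 2926 genes had an unadjusted p below 0.05. DESeq2's Wald test, the alternative that moved the count most, called 411 genes, 359 higher in piscivores and 52 higher in planktivores. With each library left out in turn, edgeR called between 1 and 16 genes, with 1 gene left without piscivore 1 or without planktivore 6. The smallest adjusted p belonged to LOC116047119, named eef1a1 in the volcano plot of the study, on chromosome 14 from 20641375 to 20644009 of SLUC_FBN_1.2. It had 5.71 ± 0.508 CPM in piscivores and 107 ± 16.7 in planktivores (SD, n = 3 each; log2 fold change −4.21, standard error 0.16, adjusted p = 0.000172), but it was as low in 1 piscivore and 1 planktivore of 2022, at 4.09 and 4.75 CPM. In 1 fit to all 12 libraries its adjusted p was 0.242, and over the alternatives it ranged from 1.37e-116 to 0.242. Such ranges, here and below, leave aside the fits without 1 library. Higher in piscivores, rpe65a on chromosome 9 from 10151515 to 10156975 had 13.3 ± 3.67 CPM against 1.22 ± 0.581 (log2 fold change 3.42, standard error 0.38, adjusted p = 0.0416). LOC116064023 had 308 counts in the 3 piscivores and 7 in the 3 planktivores (adjusted p = 0.0435), and LOC116039462 had 206 and 0 (adjusted p = 0.0461). In 2022, however, LOC116039462 had 45, 1 and 0 counts in the piscivores and 48, 144 and 76 in the planktivores. Higher in planktivores, LOC116044342 on chromosome 22 from 10051372 to 10052672 had 434 ± 49.9 CPM against 24.2 ± 10.8 (log2 fold change −4.15, standard error 0.36, adjusted p = 0.0209). The others with the largest changes were LOC118495061 (log2 fold change −4.82), kel (−2.15) and nt5c2l1 (−2.08), with adjusted p-values of 0.0431, 0.0337 and 0.0435. In models of all 12 libraries, LOC116044342 had a log2 fold change of −1.08 over both years (standard error 1.82). Its phenotype difference of 2023 less that of 2022 was −6.17 (standard error 1.58, adjusted p = 0.478 by edgeR's quasi-likelihood test and 0.0105 by DESeq2's Wald test).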

There were 384 significantly differentially transcribed (DT) whole-brain genes between the two phenotypes in 2023 with 338 of them upregulated in piscivores (Tables 1, 2, Fig. 2A,B; Fig. S1A, Table S2). The higher count of DT genes in piscivores is reflected in the higher variance of their transcriptomes (Fig. 2C). 

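In a principal component analysis of log2 CPM of the genes tested in 2023, PC1 held 37.7% and PC2 27.8% of the variance. The piscivores lay at 75.7, 17.7 and 11.0 on PC1 and the planktivores at −21.2, −37.6 and −45.6, so that piscivore 1 was farthest from the rest. The mean Euclidean distance between 2 piscivores of 2023 was 103 ± 6.07 (SD of 3 pairs) and that between 2 planktivores 97.0 ± 15.7. The difference between these means was smaller than the spread among the pairs of planktivores.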

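The Euclidean distance between libraries on log2 CPM of 21789 genes averaged 109 ± 12.4 (SD of 18 pairs) between phenotypes of the same year and 118 ± 14.1 between years within a phenotype, against 103 ± 9.75 within the 4 groups (12 pairs). Pairs share libraries and are not independent. Between phenotypes the mean distance was 110.2 in 2023 and 108 in 2022, and between years it was 112 in planktivores and 123 in piscivores. The mean distance between groups exceeded that within groups by 10.32 in 2023 and by 1.85 in 2022 (exact permutation tests, one-sided p = 0.2 and 0.5), and by 13.2 and 17.1 between years in planktivores and piscivores (p = 0.1 in each case, the smallest that 3 libraries against 3 allow). The ratio of the mean distance between years to that between phenotypes was 1.08, and it stayed between 1.06 and 1.11 with each library left out in turn. Over the 500 genes with the highest variance the means were 64.6 and 60.8 between phenotypes of 2023 and 2022, against 62.1 within groups. Between years they were 62.7 in planktivores, below that between phenotypes of 2023, and 76.6 in piscivores. After DESeq2's variance stabilizing transformation the order of the means was that of log2 CPM.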

Distances based on expression values show less similarities between phenotypes in each year (Fig. S1D,E) than within phenotypes between years (Fig. S1B,C,F-G). 

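In 2022, 11 of 20624 genes tested were DT by the same quasi-likelihood test, 6 higher in piscivores and 5 higher in planktivores, and 1495 had an unadjusted p below 0.05. DESeq2's Wald test called 148 genes, 72 and 76 in the 2 directions. Leaving out 1 library at a time left edgeR between 0 and 2 genes, so that no single call of this year held in every such fit. Apart from transcription factors and krt13, the genes higher in piscivores included serpinh1b on chromosome 5 from 5866064 to 5870196, with 10.7 ± 0.758 CPM in piscivores and 3.30 ± 0.372 in planktivores (SD, n = 3; log2 fold change 1.71, standard error 0.18, adjusted p = 0.0360). Another was col6a1 on chromosome 9 from 40441960 to 40467501, with 33.2 ± 7.43 and 11.6 ± 0.675 CPM (log2 fold change 1.53, standard error 0.18, adjusted p = 0.0489). Among the genes higher in planktivores were the muscle creatine kinases ckmb (7.98 ± 1.05 against 0.584 ± 0.229 CPM; log2 fold change −3.76, standard error 0.33, adjusted p = 0.0129) and ckma (13.7 ± 2.51 against 1.202 ± 0.438 CPM; log2 fold change −3.51, standard error 0.29, adjusted p = 0.0129), transcripts abundant in skeletal muscle. LOC116049973 fell by 1.89 on the log2 scale in piscivores (adjusted p = 0.0295), and LOC116046492 had 8 counts in piscivores and 156 in planktivores (adjusted p = 0.0448).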

In 2022, 148 DT genes were recorded, with 72 of them in piscivores (details in Symonová et al., 2025). In 2023, the genes upregulated in piscivores were mostly related to collagen, its metabolism and the extracellular environment represented by GO terms cell periphery, extracellular matrix (ECM), extracellular region (ECR), and extracellular space (ECS; Fig. 3). 

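A gene ontology enrichment of the few DT genes was not attempted. Instead, 44 collagen genes and 162 extracellular-matrix genes, the collagens included, were picked by symbol and tested as sets with limma's camera at a preset correlation of 0.01. In 2023, the 40 collagen genes tested had a median difference between the group means of log2 CPM of 0.69, with 35 of them higher in piscivores (adjusted p = 1.17e-06). The 150 extracellular-matrix genes tested had a median of 0.55, with 121 higher in piscivores (adjusted p = 2.43e-12). By the fold changes of edgeR's fit, 33 and 119 genes were higher. Neither set passed the threshold when camera estimated the correlation between genes (adjusted p = 0.539 and 0.433) or with fry (adjusted p = 0.211 and 0.125), so the calls rest on the preset correlation. No gene of either set was called over all genes tested, 69 extracellular-matrix genes had an unadjusted p below 0.05, and 25 were DT when adjusted over the list alone. Cartilage collagens were high in piscivore 1 of 2023 alone, with col10a1a at 248 CPM against at most 4.19 in the other 5 libraries of that year. Without that fish the median of the extracellular-matrix set was 0.45. Markers of the meninges, a tissue rich in these transcripts, were also higher in piscivores.

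**Figure D1:**
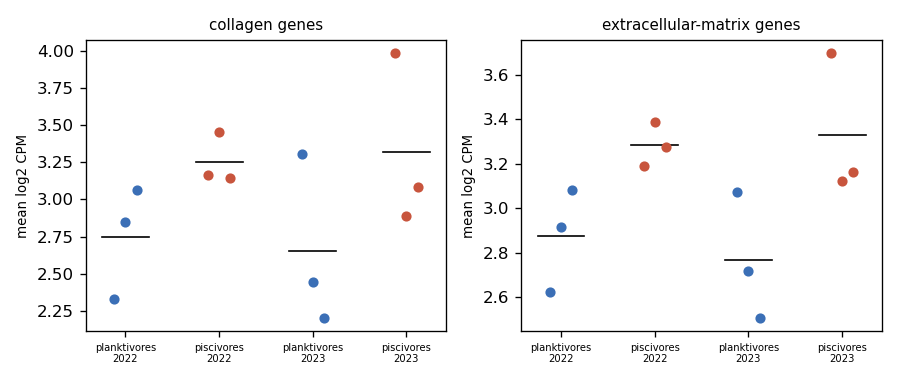
Mean log2 CPM of the collagen genes (left) and the extracellular-matrix genes (right) in each of the 12 libraries. Points are single fish and lines are group means. Piscivore 1 of 2023 lies highest, at 3.98 for collagen genes and 3.70 for extracellular-matrix genes.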

The GO terms enriched among upregulated genes in piscivores are consistent between years (Symonová et al., 2025). 

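In 2022, the 40 collagen genes tested had a median log2 fold change of 0.57 (34 higher in piscivores, camera adjusted p = 1.02e-10), and the 146 extracellular-matrix genes one of 0.38 (117 higher, adjusted p = 2.86e-16). Both sets had an adjusted p of 0.202 with an estimated correlation and of 0.116 with fry. The phenotype difference had the same sign in both years for 35 of 41 collagen genes and 124 of 153 extracellular-matrix genes. Across the latter genes, which are not independent replicates, the log2 fold changes of the 2 years had a Pearson correlation of 0.50, against 0.22 over all 21789 genes. In a model of all 12 libraries with phenotype and year as terms, 65 genes were DT between phenotypes, 52 of them higher in piscivores and 12 of these in the extracellular-matrix set, and 79 of the set had an unadjusted p below 0.05. DESeq2 called 218 genes in this model. With each library left out edgeR called between 1 and 113 genes, with 113 without piscivore 1 of 2022. The count fell to 1 without piscivore 3 or planktivore 2 of 2022, and without piscivore 1 or planktivore 5 of 2023. No gene was DT in both years taken alone by edgeR. DESeq2 called 20 genes in both years, 18 of them in the same direction.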

The interannual comparison between piscivores in 2022 and in 2023 shows more similarities than between piscivores and planktivores in 2023 (Figs S1-S4). 

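Between piscivores of 2022 and 2023, 73 of 20511 genes were DT, 31 higher in 2022 and 42 higher in 2023 (DESeq2's Wald test, 391), against the 36 genes between phenotypes in 2023. Each library left out in turn gave between 22 genes, without piscivore 2 of 2023, and 77 genes. The mean distance between piscivores of the 2 years was 1.12 times that between phenotypes of 2023, and between 1.07 and 1.17 times with each library left out. Higher in 2022 were, among others, LOC116060857 and jmjd8, with 1278 and 1271 counts against 0 in 2023, and transcripts of ribosomal RNA such as LOC116043364 at 437 ± 139 CPM in 2022 and 5.32 ± 1.93 in 2023 (SD, n = 3; log2 fold change 6.35, standard error 0.39, adjusted p = 0.00112). Without the ribosomal RNA genes 64 genes were DT. The year of capture cannot be told apart from library handling in this comparison. In 2 pairs, piscivores 1 and piscivores 2 of each year share a replicate number, and a fit with that number as a block called 1 gene. The number names different fish in each year and is no pairing. The block also left few degrees of freedom, so this fit cannot weigh the difference between years.

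**Figure D2:**
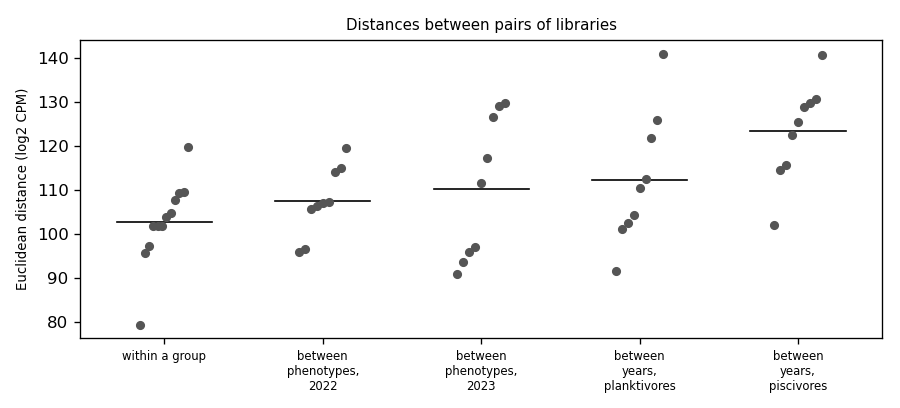
Euclidean distance on log2 CPM between pairs of libraries, by the kind of pair. Points are pairs and lines are means, which lie at 103 within groups, 108 and 110.2 between phenotypes of 2022 and 2023, and 112 and 123 between years in planktivores and piscivores.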

Different GO terms were enriched between piscivores 2022 and 2023 (Fig. S2) and planktivores 2022 and 2023 (Figs S3, S4). There is a reproducible and comparable pattern in the transcription rate between 2022 and 2023 genes and phenotypes (Tables S5, S6).

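Between years, the mean log2 CPM of 216 transcription factor genes of Table S5 had a Spearman correlation of 0.949 in piscivores and 0.949 in planktivores. For 328 Slc genes of Table S6 it was 0.980 and 0.978, and over all 21789 genes 0.979 and 0.981. These correlations are across genes, which are not independent replicates. The mean of 28 of the 216 transcription factor genes moved by more than 1 on the log2 scale between years in piscivores and that of 38 in planktivores, as did 14 and 10 of the Slc genes. The levels of the 2 phenotypes within a year were as close, with 0.959 in 2022 and 0.960 in 2023 for the transcription factor genes and 0.981 and 0.970 for the Slc genes. The difference between phenotypes repeated less closely, with a Pearson correlation between the log2 fold changes of the 2 years of 0.39 for transcription factor genes (same sign in 129 of 216) and 0.58 for Slc genes (211 of 328). Leaving out planktivore 5 of 2023 brought the former to −0.10, and leaving out piscivore 2 of 2023 brought it to 0.65. On log2(TPM + 1) the 2 correlations were 0.50 (144 of 216) and 0.56 (211 of 328), and on log2(TPM + 0.1) they were 0.41 (134 of 216) and 0.58 (209 of 328).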

**Fig. 2.**
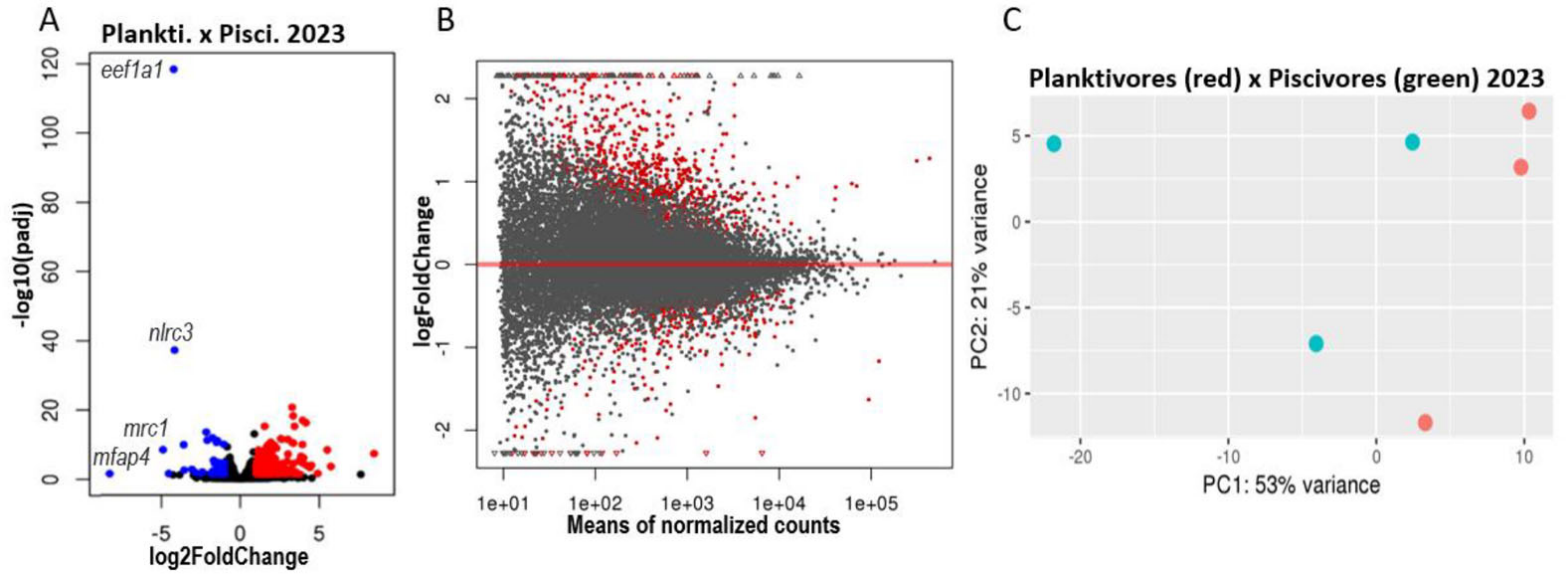
**Overview of transcriptomic results between planktivores (*n*=3) and piscivores (*n*=3) in 2023.** (A) A volcano plot visualizing the global transcriptional change across the growth phenotypes. All transcribed genes are plotted; each data point represents a gene. The log2FoldChange of genes is on the *x*-axis and the −log10 of its adjusted *P*-value (padj) is on the *y*-axis. Genes with the padj value <0.05 and log2FoldChange >1 were upregulated in piscivores (red); genes with *P*adj <0.05 and log2FoldChange <−1 were upregulated in planktivores (blue). (B) The MA plot visualizes log2FoldChange in the mean expression between the phenotypes (letter ‘M’ in the plot name) compared to the mean value of normalized count of each gene (letter ‘A’ in the plot name). Genes with significantly differential expression (*P*<0.05) are highlighted in red, showing how expression levels change between two phenotypes (>0 upregulated in piscivores, <0 upregulated in planktivores). (C) The principal component analysis (PCA) plot depicts the transcriptomic similarity within and between the phenotypes; red dots are planktivores, green dots piscivores. PC1 and PC2 are principal components 1 and 2, respectively.

**Fig. 3.**
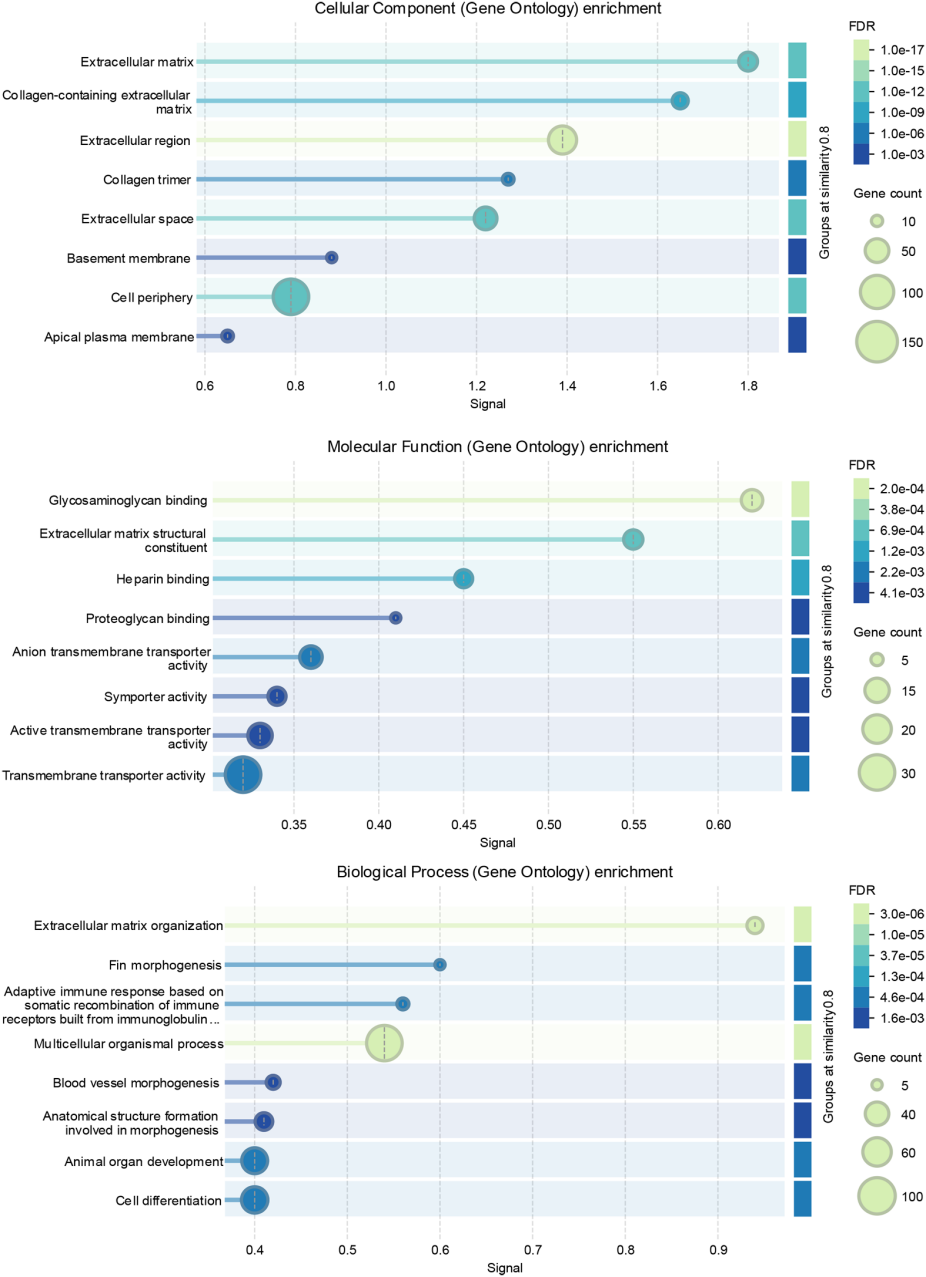
**Intra-annual comparison of GO term enrichment between phenotypes in 2023.** Transcripts upregulated in piscivores of 2023, GO functional enrichment visualized by the STRING online tool (Szklarczyk et al., 2023). The eight most significant GO terms are shown for Cellular components, Molecular functions, and Biological processes. Terms grouped by similarity >=0.8, sorted by Signal. FDR, false discovery rate.

**Table 2.** Summary of the differential transcriptomic analyses for both phenotypes and years

Transcript biotypes	2022		2023	
	Planktivores	Piscivores	Planktivores	Piscivores
Total significantly upregulated transcripts	76	72	46	338
Protein coding genes	66	71	36	306
ncRNA	3	n/a	1	n/a
Uncharacterized protein coding	2	n/a	4	23
Uncharacterized ncRNA	5	1	6	9
Genes unknown for fish/fish brain	2+	4+	2	8

ncRNA, non-coding RNA.

For piscivores of 2023, the STRING protein-protein interaction network analysis recognized 241 of the 274 uploaded and identified 241 nodes with 169 edges, an average node degree 1.4 and an average local clustering coefficient 0.322 with an expected number of edges 65. The protein-protein interaction enrichment *P*-value was <1.0e^−16^, and the network has significantly more interactions than expected. The GO terms enriched in this network in piscivores 2023 (Fig. 3) include Cellular components centered around ECM/ECR/ECS and collagen metabolism including four terms related to the membrane region. The Biological processes enriched are related to ECM, organogenesis, angiogenesis, cell differentiation and organismal development generally. The Molecular functions enriched are again centered around ECM and its activity, and transmembrane transport. The STRING Local Network Clusters enriched correspond to Mixed, incl. Telencephalon regionalization and Forebrain neuron differentiation (CL:26022), Mixed, incl. T-box TF-associated, special AT-rich sequence-binding, and ubiquitin-like domain superfamily (CL:26026), and Mixed, incl. Telencephalon regionalization and TF Orthodenticle homeobox protein 1 (CL: 26024). The Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathways enriched were ECM-receptor interaction and Focal adhesion. The Reactome Pathways were ECM and Degradation of ECM, Slc-mediated transmembrane transport, Regulation of insulin-like growth factor (IGF) transport and Uptake by IGF-binding proteins, and Vascular Endothelial Growth Factor (VEGF) binding to VEGF receptors leading to receptor dimerization. Interestingly, there is a similarity of the piscivores-upregulated brain transcripts to ‘Fin morphogenesis’ GO:0033334 GO Biological process, in which the anatomical structures of a fin are generated and organized.

A completely different situation exists in the planktivorous neurotranscriptomes from 2023. STRING recognized 28 transcripts of the 36 protein-coding genes, and their network of 28 nodes had merely three edges with average node degree 0.21 and average local clustering coefficient 0.107. Hence, the network does not have significantly more interactions than expected, and no GO term nor any other pathway was enriched among these significantly upregulated transcripts in planktivores.

The Cytoscape analysis of the season 2023 neurotranscriptomes identified the gene *faxdc2* (coding for a protein ‘fatty acid hydroxylase domain containing 2’) as the one with the highest Betweenness & Centrality value among the significantly upregulated transcripts in piscivores. This gene is, at the same time, unknown in fish brain, as listed below.

### TFs specific to planktivores and piscivores

Two non-overlapping sets of TFs were significantly upregulated between planktivores and piscivores in 2022-2023 (Table 3). 

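Table 3 lists 45 transcription factor genes, of which 44 could be tested in 2023 and 42 in 2022. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, 1 of them was DT in 2023, tbr1b, and 3 in 2022, klf11a, klf11b and vdrb. Unadjusted p-values below 0.05 were found for 27 and 25 of them. When adjusted over the list alone, 25 were DT in 2023 and 21 in 2022, but the study chose this list on these samples, so this is not independent evidence. The alternative with the largest effect was again DESeq2's Wald test, which called every gene of the table except fosab in at least 1 year. In 2022, klf11a on chromosome 19 from 2405980 to 2420097 had 13.3 ± 1.78 CPM in piscivores and 2.74 ± 0.385 in planktivores (SD, n = 3; log2 fold change 2.29, standard error 0.20, adjusted p = 0.0129), and klf11b on chromosome 18 from 11774456 to 11778453 had 20.0 ± 0.717 and 5.77 ± 1.51 (log2 fold change 1.80, standard error 0.20, adjusted p = 0.0448). The vitamin D receptor gene vdrb (LOC116067703) on chromosome 6 from 33882331 to 33914238 was lower in piscivores, with 16.1 ± 0.679 against 38.2 ± 2.48 CPM (log2 fold change −1.23, standard error 0.13, adjusted p = 0.0342). None of these 3 calls held without every single library of 2022, as the largest adjusted p with 1 library left out was 0.136, 0.215 and 0.209. In 2023 the same genes had log2 fold changes of −0.16, 0.21 and −0.24 (adjusted p = 0.780, 0.605 and 0.531), and the difference between the years itself passed the threshold for klf11a (interaction −2.46, standard error 0.28, adjusted p = 0.0180). This call did not hold without every single library either, as the adjusted p of the interaction was 0.0868 without piscivore 2 of 2022.

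**Figure D3:**
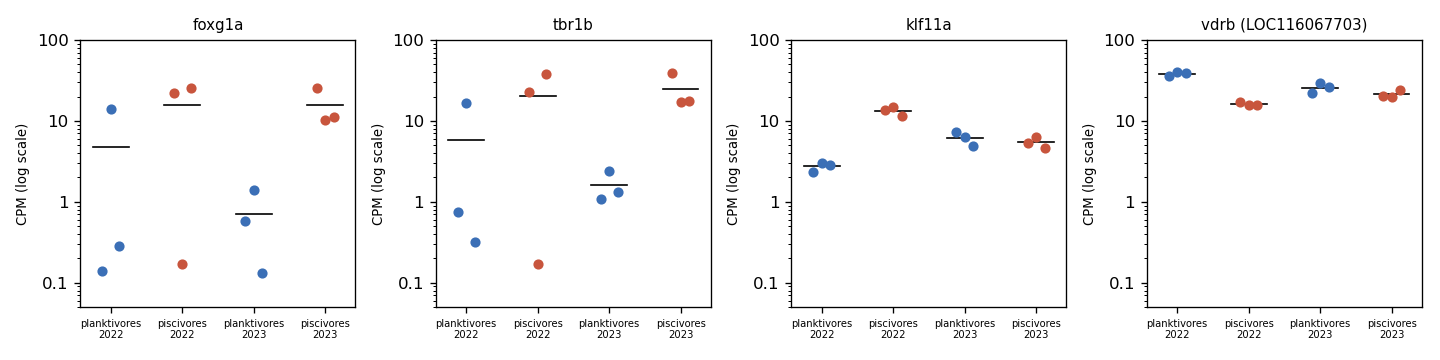
CPM of foxg1a, tbr1b, klf11a and vdrb in each of the 12 libraries on a log axis. Points are single fish and lines are group means. For foxg1a and tbr1b, piscivore 2 of 2022 lies among the low planktivores and planktivore 3 of 2022 among the piscivores.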

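In 2023, tbr1b on chromosome 8 from 22755774 to 22760311 had 24.8 ± 12.8 CPM in piscivores and 1.61 ± 0.716 in planktivores (SD, n = 3; log2 fold change 3.94, standard error 0.46, adjusted p = 0.0435 from edgeR's quasi-likelihood test), and its adjusted p ranged from 1.07e-18 to 0.348 over the alternatives. The gene foxg1a on chromosome 18 from 8814895 to 8816690 had 15.6 ± 8.43 and 0.705 ± 0.645 CPM (log2 fold change 4.44, standard error 0.73, adjusted p = 0.0969), and emx3 on chromosome 1 from 5740950 to 5776929 had 1.34 ± 0.857 and 0.154 ± 0.0852 (log2 fold change 3.19, standard error 0.62, adjusted p = 0.109). For arxa, emx1, lhx8 (LOC116063323), dlx3b, dlx5a, egr2 (LOC116056401) and bhlhe23, log2 fold changes in 2023 lay between 1.08 and 3.46, with adjusted p-values from 0.108 to 0.203. All 3 piscivores of 2023 exceeded all 3 planktivores for each of these genes, an arrangement that chance gives to 10% of genes in 1 direction or the other. In 2022 the phenotypes overlapped: foxg1a was at 21.9 and 25.2 CPM in piscivores 1 and 3 but at 0.168 in piscivore 2, and at 14.0 in planktivore 3 but at 0.141 and 0.288 in the other planktivores. tbr1b followed the same libraries, with 0.168 CPM in piscivore 2 and 16.4 in planktivore 3. Log2 fold changes in 2022 were 1.78 for tbr1b and 1.70 for foxg1a, with standard errors of 1.91 and 1.99. These are genes of the telencephalon, and how much of it each dissected brain held is not known.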

The set of TFs upregulated in piscivores is dominated by homeobox genes (e.g. *arxa*, *emx1*, *emx3*, *lhx8*, *tbr1b*, *dlx3b*, *dlx5a*, *egr2*) with one basic helix-loop-helix (bHLH) factor (*bhlhe23*) and a distinct set of regulatory genes with general cellular roles related to growth, differentiation or tissue maintenance (*batf*, *aebp1a*, *macc1*, *osr1*, and *tbx18*). In planktivores, a distinct set of TFs with general cellular roles was upregulated (*batf*, *aebp1a*, *macc1*, *osr1*, and *tbx18*), mostly related to transcription elongation, protein modification, cell survival, and tissue remodeling. 

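Mean CPM of batf, aebp1 (aebp1a in the text), macc1, osr1 and tbx18 in 2023 was 5.07, 25.5, 2.05, 35.2 and 10.00 in piscivores and 1.27, 9.55, 0.619, 18.0 and 4.56 in planktivores, so each of these 5 genes was higher in piscivores. Their log2 fold changes were 2.03, 1.44, 1.76, 0.99 and 1.17, with standard errors of 0.39, 0.25, 0.44, 0.27 and 0.33 and adjusted p-values of 0.106, 0.0969, 0.164, 0.200 and 0.207. In 2022 the log2 fold changes were 1.46, 1.19, −0.06, 1.00 and 0.87, of which that of osr1 had the smallest adjusted p, 0.221. Over both years, aebp1 on chromosome 14 from 11580154 to 11605168 was higher in piscivores by 1.30 (standard error 0.22, adjusted p = 0.0297) and osr1 on chromosome 18 from 30159630 to 30173916 by 0.98 (standard error 0.18, adjusted p = 0.0342). Of the genes that Table 3 gives for planktivores, gsx1 was lower in piscivores over both years (log2 fold change −1.24, standard error 0.22, adjusted p = 0.0332). In 2022 alone, cbx7a fell by 1.03 on the log2 scale in piscivores (adjusted p = 0.0789) and znf395b by 1.38 (adjusted p = 0.0906). hoxc8a had 59 and 101 counts in planktivores 3 and 4 of 2022, 1 in planktivore 2 and 1 in the 3 piscivores, and the filter on low counts left it out.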

The *fosab* and *junba* TF transcripts were significantly upregulated (in 2022) and almost significantly upregulated (in 2023) in planktivores and belonged to the highly interconnected hub genes. They have several further paralogs transcribed in brain of both growth phenotypes in both seasons: *fosaa* and *fosl2* (the transcription rate of *fosb* and *fosl1a* is rather lower) and *jun*, *jund*, and *june*.

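On chromosome 19 from 17580959 to 17583395, fosab had 13.3 ± 10.7 CPM in piscivores and 54.0 ± 19.9 in planktivores of 2022 (SD, n = 3; log2 fold change −2.01, standard error 0.61, adjusted p = 0.548), and 5.89 ± 3.85 and 18.5 ± 19.16 in 2023 (log2 fold change −1.62, standard error 0.98, adjusted p = 0.528). junba (LOC116039550) on chromosome 4 from 6342355 to 6344086 had 13.9 ± 4.49 and 28.2 ± 4.97 CPM in 2022 (log2 fold change −1.01, standard error 0.26, adjusted p = 0.411), and 13.2 ± 6.45 and 13.2 ± 7.95 in 2023 (log2 fold change 0.03, standard error 0.50, adjusted p = 0.985). All 3 planktivores of 2022 exceeded all 3 piscivores for both genes, an arrangement that chance gives to 5% of genes in this direction. In 2023 the largest value of fosab was that of planktivore 6, with 40.0 CPM against 12.4 and 3.11 in the other planktivores, and without this library the log2 fold change was −0.35 (standard error 0.73). Across the alternatives, the adjusted p of 2022 ranged from 0.0632 to 0.775 for fosab and from 0.0456 to 0.527 for junba. Other immediate early genes were also higher in planktivores of 2022, and the gear that caught the fish differed between the phenotypes.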

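Mean CPM in piscivores and planktivores of 2022 was 19.8 and 20.2 for fosaa, 47.2 and 43.1 for fosl2, 2.88 and 3.97 for fosb and 0.585 and 0.692 for fosl1a. In 2023 these means were 17.5 and 19.3, 50.8 and 58.1, 4.86 and 2.98, and 0.557 and 0.768. jund stood between 38.8 and 51.7 CPM in the 4 groups, jun between 16.3 and 28.1, and june between 2.82 and 5.60. None of the 7 genes differed between phenotypes, with adjusted p-values from 0.522 to 0.887 in 2023 and unadjusted p-values of at least 0.146 in both years.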

**Table 3.** Genes of TFs significantly upregulated in piscivores and planktivores in 2022-2023

Gene symbol	Synonym	Description
**TFs upregulated in piscivores**		
*batf*	si:ch211-153j24.4	basic leucine zipper TF, ATF-like
*alx4a*	alx4a	ALX homeobox 4a
*arxa*	arxa	aristaless related homeobox a
*bhlhe23*	bhlhe23	basic helix-loop-helix family, member e23
*dlx3b*	dlx3b	distal-less homeobox 3b
*dlx5a*	dlx5a	distal-less homeobox gene 5a
*egr2*	LOC116056401	E3 SUMO-protein ligase EGR2-like x early growth response 2a
*emx1*	zgc:101821	empty spiracles homeobox 1
*emx3*	emx3	empty spiracles homeobox 3
*eomesa*	tbr2, eom, eomes	eomesodermin homolog a
*foxg1a*	bf1 foxg1 brain factor 1	forkhead box G1a, also known as fork-head TF family
*klf11a*		Krueppel-like factor 11a
*klf11b*		Krueppel-like factor 11b
*klf15*	LOC116040748	Krueppel-like factor 15
*lhx6b*	si:ch211-236k19.2	LIM homeobox 6b
*lhx8*	LOC116063323	LIM homeobox protein
*macc1*	macc1	MET transcriptional regulator (Metastasis Associated in Colon Cancer 1 MACC1)
*osr1*		odd-skipped related TF 1
*sp8a*	cb459, fa07g05, sb:cb459	sp8 TF a, a Znf TF
*sp8b*	Btd, buttonhead	sp8 TF b, a Znf TF of the Sp/KLF family
*sp9*	sp9	sp9 TF
*tbx18*	tbx18	T-box 18 TF
*tbr1b*	tbr1, zf-tbr1	T-box brain TF 1b
*glis1*	LOC116046141	zinc finger protein glis1
*glis2*	LOC116042861	zinc finger protein glis2-like
	LOC116052523	zinc-binding protein A33-like
**TFs upregulated in planktivores**		
*cbx7a*		chromobox homolog 7a
*fbxo33*	LOC116065701	F-box protein 33
*fosab*	c-fos, fos, cb1065	v-fos FBJ murine osteosarcoma viral oncogene homolog Ab
*gsx1*	gsx1	Genetic Screen homeobox protein 1
*hlx1*		H2.0-like homeobox 1 (*Drosophila*)
*hoxc8a*		homeobox C8a
*irx4a*	ziro4a, zgc:77362	iroquois homeobox 4a
*irx5a/irx5b*	LOC116055792	iroquois homeobox 4a
*junba*	LOC116039550	JunB proto-oncogene, AP-1 TF subunit a, TF jun-B-like
*klf15*	LOC116050231	Krueppel-like factor 15
*si:ch211-117k10.3*	klf15	Krueppel-like factor 15, predicted to enable metal ion binding
*nkx2.4a*	fi48a12, wu:fi48a12	NK-2 homeobox 4a
*pitx2*		paired-like homeodomain TF 2 or pituitary homeobox 2
*tefb*		transcription elongation factor TEF TF, PAR bZIP family member b
*vdra*		vitamin D3 receptor A
*vdrb*		vitamin D3 receptor B
	LOC116056321	zinc finger protein 395-like
*znf395b*		zinc finger protein 395b
*znf704*		zinc finger protein 704

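Counts of the 3 klf15 genes were normalized with DESeq2's size factors over the 6 libraries of a year, and are given for piscivores and planktivores in turn. LOC116050231 had 44.8 ± 6.47 and 151 ± 17.6 in 2022 (SD, n = 3) and 62.5 ± 36.9 and 76.3 ± 16.7 in 2023. si:ch211-117k10.3 had 119 ± 34.2 and 354 ± 47.4 in 2022 and 248 ± 94.6 and 215 ± 68.7 in 2023, and LOC116040748 had 125 ± 17.7 and 197 ± 33.5, and 243 ± 20.6 and 121 ± 12.5. In 2022 LOC116050231 and si:ch211-117k10.3 fell by 1.75 and 1.58 on the log2 scale in piscivores (standard errors 0.22 and 0.23, adjusted p = 0.0660 and 0.0906 from edgeR's quasi-likelihood test), and in 2023 their log2 fold changes were −0.26 and 0.22 (adjusted p = 0.824 and 0.812). LOC116040748 went from −0.66 in 2022 (standard error 0.20, adjusted p = 0.505) to 1.01 in 2023 (standard error 0.17, adjusted p = 0.0917). Over the alternatives their adjusted p ranged from 1.61e-06 to 0.129, 3.34e-06 to 0.127 and 0.000270 to 0.0960. Reads shared between these paralogs were not counted for any of them, since only uniquely mapped reads were.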

Interestingly, the TF annotated as Krueppel-like factor 15 (*klf15*) was present in both pikeperch stages in both years; however, it was represented by transcripts of three different genes residing in three different genome loci and producing different proteins with different sizes and varying evolutionary conservation (Table 4). 

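In the annotation of SLUC_FBN_1.2, LOC116050231 lies on chromosome 6 from 16033 to 36158 and si:ch211-117k10.3 on chromosome 6 from 23396162 to 23407818. LOC116040748, the klf15 gene that was higher in piscivores of 2023, lies on chromosome 12 from 14803408 to 14817088. The 2 genes of chromosome 6 moved together, with all 3 planktivores of 2022 above all 3 piscivores for each. With 1 library of 2022 left out at a time their log2 fold changes stayed between −1.86 and −1.65, and between −1.82 and −1.42.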

The two *klf15* transcripts upregulated in planktivores show more similarities to each other, since they are located in the same NC_050178.1 locus of chromosome 6 and in the same 5′→3′ direction (Table 4) although the genes are separated by several megabases. 

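Of klf7b, klf8, klf12b and klf13, klf8 on chromosome 13 from 33484819 to 33559298 had the most even level, with group means between 69.0 and 81.4 CPM over the 2 phenotypes and years. The means lay between 36.8 and 49.3 CPM for klf7b, between 54.9 and 73.6 for klf12b and between 29.7 and 39.0 for klf13. The largest difference between phenotypes among these 4 genes was that of klf12b in 2023 (log2 fold change 0.45, standard error 0.16, adjusted p = 0.286), and in 2022 the largest was that of klf7b (−0.20, adjusted p = 0.941).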

Further 14 genes of *klf* TFs were transcribed in 2023 and 12 in 2022 in both growth phenotypes, some of them with higher transcription rates equally in phenotypes and seasons (*klf7b*, *klf8*, *klf12b*, *klf13*).

**Table 4.** Genes of the klf15 TFs with significantly different transcriptions between planktivores and piscivores

		Planktivores 2023	Planktivores 2022	Piscivores 2023
Gene/transcript	Annotation NCBI	*klf15*	*klf15/klf15l*	*klf15*
	Gene ID NCBI	LOC116050231	si:ch211-117k10.3, 116036683	LOC116040748
	mRNA NCBI	XM_031300197.2	XM_036002353.1	XM_031286363.2
	Locus NCBI	NC_050178.1	NC_050178.1	NC_050184
	Span on the locus	16,033 - 36,158	23,396,162 - 23,407,818	14,803,408 - 14,817,088
	Direction	5′→3′	5′→3′	3′→5′/complementary
	Size of the locus	20,126 nt	11,657 nt	13,681 nt
	Chromosome	6	6	12
	Exon count	3	3	3
	Normalized gene hit counts (mean for three individuals)	150	354	240
Protein	Amino acids	463	421	549
	Protein ID NCBI	XP_031156057.1	XP_035858246.1	XP_031142223.1
	Conserved domains according to Wang et al. (2023)	KLF15_N	KLF15_N	KLF15_N
		COG5048 - FOG znf	COG5189/SFP1 – putative transcriptional repressor regulating G2/M transition	COG5189/SFP1 – putative transcriptional repressor regulating G2/M transition
		3× C2H2 znf	3× C2H2 znf	3× C2H2 znf
		putative nucleic acid binding site	putative nucleic acid binding site	putative nucleic acid binding site
		zf-H2C2_2 – znf double domain, pfam13465		
	Molecular weight	50387.87	45270.79	58805.55
	Theoretical pI	6.26	5.78	5.77
	Instability index (II)	75.22 (unstable)	74.41 (unstable)	71.74 (unstable)
	Aliphatic index	71.6	67.48	71.42
				−0.421

nt, nucleotide.

The TFs with the highest transcription rate in both phenotypes and seasons are neuronal differentiation 1 (*neurod1*), followed by activating transcription factor 4a and 4b (*atf4a* and *atf4b*), Meis homeobox 2a (*meis2a*) and SRY-box transcription factor 11a (*sox11a*). 

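By the mean of log2 CPM over the 12 libraries, neurod1 ranked 1 among the 216 transcription factor genes of Table S5. It was followed by atf4a, atf4b, meis2a and sox11a at ranks 2 to 5. On the deposited TPM scale, which divides counts by gene length, meis2a ranked 8 and sox11a 7. On mean log2 CPM, atf4a stood above neurod1 in piscivores of 2022, where neurod1 ranked 2 and sox11a 8. On mean CPM without the logarithm neurod1 was the higher in that group, at 331 against at most 266 for atf4a. On TPM, neurod1 ranked 1 and atf4a 2 in that group. In planktivores sox11a ranked 7 on log2 CPM in 2022, and in 2023 it ranked 4, above meis2a at 5. Mean CPM of neurod1 on chromosome 8 from 36647471 to 36651736 was 331 ± 348 in piscivores and 565 ± 193 in planktivores of 2022 (SD, n = 3), and 410.0 ± 252 and 613 ± 53.6 in 2023. It was lowest in piscivore 3 of 2022, at 61.8 CPM, and in piscivore 1 of 2023, at 132. These 2 libraries were also low in other transcripts of the cerebellum. atf4a on chromosome 4 from 17033464 to 17038556 varied less, with group means between 228 and 266 CPM, and atf4b had means between 138 and 153, meis2a between 104 and 115 and sox11a between 80.5 and 133.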

Further TFs of the pikeperch neurotranscriptomes of 2022-2023, though not significantly differentially transcribed, produced in this study are in Table S5.

### Solute carrier transporters

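Of the 20 Slc genes that Table 5 gives for piscivores, all had a positive log2 fold change in 2023, from 0.46 for slc25a4 to 4.14 for slc1a1. The last, LOC116039652 on chromosome 4 from 4689251 to 4711235, was the only one of them DT by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 4.81 ± 0.891 CPM in piscivores and 0.274 ± 0.123 in planktivores (SD, n = 3; log2 fold change 4.14, standard error 0.38, adjusted p = 0.0209). Its adjusted p ranged from 1.52e-17 to 0.110 over the alternatives, and in 2022 it had a log2 fold change of −1.92 (standard error 1.14, adjusted p = 0.786) with most of its counts in planktivore 3. Next were slc16a4 on chromosome 12 from 5417304 to 5470112 (12.5 ± 1.37 and 3.86 ± 1.32 CPM; log2 fold change 1.72, standard error 0.27, adjusted p = 0.0806) and slc23a4 (zgc:110789; log2 fold change 3.82, standard error 0.57, adjusted p = 0.0737). DESeq2's Wald test called all 20 in 1 year or the other. Of the 22 genes of Table 5, 21 had an unadjusted p below 0.05 in 2023 and 8 in 2022, and 21 and 2 were DT when adjusted over the list alone, which is not independent evidence since the study chose them on these samples. Over both years, slc39a8 (log2 fold change 1.02, standard error 0.13, adjusted p = 0.0215), slc5a5 (1.12, 0.18, 0.0297) and slc16a4 (1.32, 0.23, 0.0297) were higher in piscivores. Several genes of the table, slc13a3, slc13a4 and slc4a10b among them, are also markers of the meninges or the choroid plexus.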

Transcripts of solute carrier (Slc) transporters were another group of genes significantly upregulated in piscivores in 2023, whereby 20 members of 12 Slc families were identified in both years (Table 5). In planktivores, two Slc members of family 4 and 16, respectively, were significantly upregulated in 2023 (none of them in 2022). 

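slc16a1a on chromosome 6 from 11209182 to 11219235 had 7.55 ± 0.682 CPM in piscivores and 21.5 ± 3.54 in planktivores of 2023 (SD, n = 3; log2 fold change −1.49, standard error 0.16, adjusted p = 0.0416 from edgeR's quasi-likelihood test), and 9.84 ± 2.55 and 13.3 ± 3.75 in 2022 (log2 fold change −0.42, adjusted p = 0.786). slc4a1a on chromosome 21 from 24899677 to 24912856 had 52.5 ± 22.9 and 112 ± 38.1 CPM in 2023 (log2 fold change −1.06, standard error 0.37, adjusted p = 0.288), and the groups overlapped, since planktivore 5 at 74.1 CPM lay below piscivore 4 at 76.7. The adjusted p of slc4a1a ranged from 0.0411 to 0.404 over the alternatives, with DESeq2's Wald test at the lower end. slc4a1a encodes an anion exchanger abundant in red blood cells, and other transcripts of these cells were also higher in the planktivores of 2023.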

The two members belong to two families that were upregulated also in piscivores. Further Slc 334 genes of the pikeperch neurotranscriptomes of 2022-2023, though not significantly differentially transcribed, produced in this study are in Table S6. 

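Of 328 Slc genes matched to Table S6, 327 could be tested in 2023 and 320 in 2022. As a set they had a median log2 fold change of 0.04 in 2023 (182 higher in piscivores, camera adjusted p = 0.268) and 0.06 in 2022 (186 higher, adjusted p = 0.108). Without piscivore 1 of 2022, or without planktivore 4, the set of 2022 passed the threshold (adjusted p = 0.0351 and 0.0462). Slc genes taken by symbol alone gave 0.04 (276 genes, adjusted p = 0.280) and 0.07 (268 genes, adjusted p = 0.0847). Over all genes tested, 1 gene of Table S6 was DT in 2023 and none in 2022, and 59 and 34 had an unadjusted p below 0.05.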

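slc1a2b on chromosome 7 from 4012380 to 4041511 ranked 1 of the 328 Slc genes of Table S6 in each of the 12 libraries. Its mean was 2791 ± 380.0 CPM in piscivores and 2358 ± 215 in planktivores of 2022 (SD, n = 3), and 2542 ± 142 and 2081 ± 182 in 2023. The phenotypes did not differ past the threshold in 2022 (log2 fold change 0.26, standard error 0.19, adjusted p = 0.843) or in 2023 (0.31, 0.14, 0.376).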

Of them, *slc1a2b* shows by far the highest transcription rate across years and phenotypes.

**Table 5.** Overview of the Slc genes significantly upregulated in piscivores and planktivores in 2022-2023

Up	Slc	Synonym (year)	Family function/description
piscivores	*slc13a3*	slc13a3	Na^+^-sulfate/carboxylate cotransporter
	*slc13a4*	slc13a4	Na^+^-sulfate/carboxylate cotransporter
	*slc16a12b*	LOC116061615	monocarboxylate transporter | MCT
	*slc16a4*	slc16a4	monocarboxylate transporter | MCT
	*slc1a1*	LOC116039652	high-affinity glutamate and neutral AA transporter
	*slc1a6*	slc1a6	high-affinity glutamate and neutral AA transporter
	*slc22a2*	LOC116060335	organic cation/anion/zwitterion transporter
	*slc22a6*	LOC116034895	organic cation/anion/zwitterion transporter
	*slc22a6*	LOC116062370	organic cation/anion/zwitterion transporter
	*slc23a2*	si:dkey-106n21.1	Na^+^-dependent ascorbic acid transporter
	*slc23a4*	zgc:110789, im:7144096	Na^+^-dependent ascorbic acid transporter
	*slc25a4*	2022	mitochondrial carrier
	*slc2a11a*	slc2a11a	facilitative GLUT transporter
	*slc35f2*	slc35f2	nucleotide-sugar transporter
	*slc39a8*	slc39a8	metal ion transporter
	*slc47a1*	slc47a1	multidrug and toxin extrusion
	*slc4a10b*	slc4a10b	bicarbonate transporter
	*slc4a2b*	slc4a2b	bicarbonate transporter
	*slc4a5b*	slc4a5b	bicarbonate transporter
	*slc5a5*	slc5a5 (2022-2023)	Na^+^- and Cl^−^-dependent Na:neurotransmitter symporters
planktivores			
	*slc16a1a*	si:ch211-105j21.7	monocarboxylate transporter | MCT
	*slc4a1a*	zgc:111889, zgc:152771	bicarbonate transporter

AA, amino acid.

### Genes so far unknown to be transcriptionally active in fish and/or in brain

Transcripts of the following genes do not occur in the FishEnrichr database of transcripts so far known in fish (Kuleshov et al., 2016, 2019) nor in the Zfin database (Bradford et al., 2022) summarizing the genes currently known to be transcriptionally active in fish. They are thus for the first time reported to be transcribed in fish or fish brain.

Under gene symbol *faxdc2*, a transcript coding for fatty acid hydroxylase domain containing 2 was identified. This transcript was significantly upregulated in piscivores from 2023 and belonged to genes with the highest Betweenness & Centrality value. 

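faxdc2 on chromosome 13 from 34238313 to 34252817 had 19.0 ± 4.01 CPM in piscivores and 8.90 ± 3.65 in planktivores of 2023 (SD, n = 3; log2 fold change 1.12, standard error 0.32, adjusted p = 0.211 from edgeR's quasi-likelihood test). All 3 piscivores exceeded all 3 planktivores, and the adjusted p, lowest with DESeq2's Wald test, ranged from 0.0234 to 0.225 over the alternatives. In 2022 the means were 9.46 ± 1.92 and 6.77 ± 1.51 CPM (log2 fold change 0.49, standard error 0.24, adjusted p = 0.725).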

A kind of surprise was presence of the *pl* gene (LOC116056863) coding for protamine-like (Pl) protein. The gene was highly transcribed in both phenotypes and significantly upregulated in planktivores from 2023. 

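The pl gene (LOC116056863) on chromosome 2 from 10097608 to 10098494 had 40.4 ± 10.4 CPM in piscivores and 113 ± 61.3 in planktivores of 2023 (SD, n = 3; log2 fold change −1.46, standard error 0.42, adjusted p = 0.219 from edgeR's quasi-likelihood test). The 3 planktivores stood at 177, 54.8 and 107 CPM. Among the alternatives the adjusted p ranged from 0.00432 to 0.336, with DESeq2's Wald test below 0.05.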

A medium level of transcription was recorded in both phenotypes in 2022. 

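The mean of pl in 2022 was 16.8 ± 9.87 CPM in piscivores and 17.7 ± 5.62 in planktivores (SD, n = 3; log2 fold change −0.06, standard error 0.42, adjusted p = 0.988). Between years it fell in planktivores of 2022 by 2.67 on the log2 scale relative to 2023 (standard error 0.44, adjusted p = 0.0431) and in piscivores by 1.26 (standard error 0.41, adjusted p = 0.218). The difference between phenotypes was not shown to differ between the years, with an interaction of −1.41 (standard error 0.66, adjusted p = 0.784).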

The *krt13* gene (LOC116042622) coding for keratin, type I cytoskeletal 13-like showed a medium level of transcription and significant upregulation in piscivores from both years 2022 and 2023. 

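LOC116042622 on chromosome 4 from 13094627 to 13097040 had 36.6 ± 4.84 CPM in piscivores and 9.37 ± 3.61 in planktivores of 2023 (SD, n = 3; log2 fold change 1.99, standard error 0.29, adjusted p = 0.0737 from edgeR's quasi-likelihood test). In 2022 the means were 36.7 ± 3.31 and 10.6 ± 1.35 CPM (log2 fold change 1.80, standard error 0.15, adjusted p = 0.0129). The 2 phenotypes did not overlap in either year. In the model of all 12 libraries with phenotype and year as terms, this gene had the smallest adjusted p of all (log2 fold change 1.88, standard error 0.17, adjusted p = 0.00167), and its interaction with year was 0.18 (adjusted p = 0.964). The adjusted p of 2023 ranged from 8.62e-09 to 0.0781 over the alternatives and that of 2022 from 3.06e-17 to 0.0372, and with 1 library of 2022 left out it reached 0.136.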

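LOC116054783 on chromosome 20 from 24222746 to 24228276 had 7.61 ± 1.84 CPM in piscivores and 1.89 ± 0.191 in planktivores of 2023 (SD, n = 3; log2 fold change 2.03, standard error 0.24, adjusted p = 0.0435 from edgeR's quasi-likelihood test). Its adjusted p in 2023 ranged from 1.36e-09 to 0.0735 over the alternatives, and with 1 library left out it reached 0.132.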

The *ppk12* gene (LOC116054783) coding for mitogen-activated protein kinase 12-like showed a medium level of transcription. This transcript was significantly upregulated in piscivores in 2023 while comparably transcribed in both phenotypes in 2022. 

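In 2022 LOC116054783 had 3.38 ± 2.13 CPM in piscivores and 1.92 ± 0.489 in planktivores (SD, n = 3; log2 fold change 0.82, standard error 0.44, adjusted p = 0.760), with the highest value, 5.83 CPM, in piscivore 2. The interaction of phenotype with year was 1.19 (standard error 0.53, adjusted p = 0.775), so the 2 years were not shown to differ.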

The *apoba* gene (*apob*, im:6911942, wu:fb30e06, zmp:0000000614) coding for apolipoprotein Ba had a rather lower transcription activity. This transcript was significantly upregulated in piscivores in 2022 while comparably transcribed in both phenotypes in 2023. 

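apoba on chromosome 18 from 2346064 to 2402122 had 2.57 ± 0.158 CPM in piscivores and 0.624 ± 0.0633 in planktivores of 2023 (SD, n = 3; log2 fold change 2.05, standard error 0.26, adjusted p = 0.0435 from edgeR's quasi-likelihood test), and over the alternatives its adjusted p ranged from 1.12e-05 to 0.110. In 2022 it had 0.279 ± 0.168 and 1.02 ± 0.647 CPM, from 15 counts in piscivores and 84 in planktivores, and the filter on low counts left it out. Between the piscivores of the 2 years it fell by 3.14 on the log2 scale in 2022 (standard error 0.43, adjusted p = 0.0311).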

In parallel, this transcript showed high betweenness and centrality values in Cytoscape. The *matn2* gene (LOC116065768) coding for matrilin-2-like protein with a low level of transcription was significantly upregulated in piscivores in 2023 while missing in the dataset from 2022. 

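LOC116065768 on chromosome 18 from 19112050 to 19132187 had 1.54 ± 1.14 CPM in piscivores and 0.213 ± 0.165 in planktivores of 2023 (SD, n = 3; log2 fold change 2.83, standard error 0.87, adjusted p = 0.234 from edgeR's quasi-likelihood test), with 2.65, 1.59 and 0.373 CPM in the 3 piscivores. DESeq2's Wald test put it past the threshold, and the adjusted p ranged from 0.0354 to 0.279 over the alternatives. In 2022 the gene had 16 counts in piscivores and 18 in planktivores, too few for the filter on low counts but above 0.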

The *cldn24* gene (LOC116059012) coding for a putative claudin-24 was upregulated in piscivores in 2023. 

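LOC116059012 on chromosome 11 from 24992224 to 24993795 had 2.67 ± 1.87 CPM in piscivores and 0.180 ± 0.131 in planktivores of 2023 (SD, n = 3; log2 fold change 3.98, standard error 0.71, adjusted p = 0.0969 from edgeR's quasi-likelihood test). From 272 counts in piscivores and 15 in planktivores, its adjusted p ranged from 1.37e-05 to 0.385 over the alternatives. In 2022 most of its counts were in piscivore 1, at 4.98 CPM, and in planktivore 3, at 1.25, and it was not tested.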

The *cltrn* coding for collectrin, an amino acid transport regulator, was upregulated in piscivores in 2023. Similarly, the *vtxb* gene (LOC116037154) coding for a verrucotoxin subunit beta was upregulated in piscivores in 2023. 

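cltrn on chromosome 11 from 25269574 to 25274217 had 1.202 ± 0.491 CPM in piscivores and 0.124 ± 0.110 in planktivores of 2023 (SD, n = 3; log2 fold change 3.30, standard error 0.74, adjusted p = 0.148 from edgeR's quasi-likelihood test). All 3 piscivores were above all 3 planktivores, and the adjusted p ranged from 0.00308 to 0.292 over the alternatives, below 0.05 for DESeq2's Wald test. In 2022 the direction was the other way (log2 fold change −0.61, standard error 1.31, adjusted p = 0.951).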

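LOC116037154 on chromosome 9 from 21295679 to 21297445 had 1.84 ± 1.29 CPM in piscivores and 0.245 ± 0.185 in planktivores of 2023 (SD, n = 3; log2 fold change 2.94, standard error 0.75, adjusted p = 0.172 from edgeR's quasi-likelihood test), over 176 and 22 counts. DESeq2's Wald test called it, and the range over the alternatives was 0.00772 to 0.230. In 2022 the means were 0.755 ± 0.215 and 1.31 ± 1.29 CPM (log2 fold change −0.75, standard error 0.89, adjusted p = 0.908).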

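LOC116049087 on chromosome 10 from 10656255 to 10676784 had 81.7 ± 22.9 CPM in piscivores and 6.59 ± 7.24 in planktivores of 2023 (SD, n = 3; log2 fold change 3.68, standard error 1.05, adjusted p = 0.251 from edgeR's quasi-likelihood test). The planktivores of 2023 ranged from 0.462 to 14.6 CPM, and DESeq2's Wald test, the lowest of the alternatives, put the adjusted p at 0.0379 in a range of 0.0379 to 0.400. In piscivores it fell by 7.79 on the log2 scale in 2022 relative to 2023, from 81.7 ± 22.9 to 0.351 ± 0.191 CPM (standard error 0.40, adjusted p = 0.000343). Planktivore 3 of 2022 had 22.8 CPM against 0.235 and 0.575 in the other planktivores of that year, and this library was also the highest of them in transcripts of the hypothalamus.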

Finally, the *gyc88e* gene (LOC116049087) coding for a soluble guanylate cyclase 88E-like was highly transcribed and significantly upregulated in piscivores from 2023.

## DISCUSSION

The strikingly different counts of significantly DT genes between planktivores and piscivores in 2023 can be ascribed to the smaller body size of both phenotypes in 2023 when compared to 2022 (Table 1). Body size is one of the most important determinants for survival in the early stages, since a fish's survival depends on its ability to avoid predation and compete for food (Goodrich and Clark, 2023), and it varies considerably in juvenile pikeperch between years (Tesfaye, 2025). The smaller planktivores of 2023 were sampled during an earlier phase of a lower brain activity than the larger and obviously more advanced (larger) planktivores in 2022 (46 DT genes in 2023 versus 76 DT genes in 2022, Tables 1, 2, Fig. 4), whereas piscivores in 2023, although also smaller than in 2022, were sampled during a phase of highly dynamic changes in gene transcription linked to their recent transition to piscivory, boosted by the higher food quality and more structured and challenging environment (338 DT genes in 2023 versus 71 DT genes in 2022, Tables 1, 2). 

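The test of the year effect on the phenotype difference itself, an interaction term in a model of all 12 libraries, called 3 of 21789 genes, ciarta, per1b and klf11a, and 1395 genes had an unadjusted p below 0.05. DESeq2's Wald test called 92. With each library left out in turn edgeR called between 0 and 8 genes, with 8 without piscivore 1 of 2022. Of the 36 genes DT in 2023, 34 had an estimate in 2022, and 23 of these had the same sign in both years. Of the 11 genes DT in 2022, 10 had an estimate in 2023, and 9 had the same sign. Body size, gear and habitat differ between the phenotypes in both years, and size also differs between the years, so none of these can be told apart from phenotype or year. From the numbers of DT genes of each phenotype in the 2 years and the body sizes of the groups, the paper reasons that small piscivores were caught in a phase of strong change in transcription after their switch to fish prey, and that the small planktivores of that year were in an earlier phase of lower brain activity.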

The high differential gene activity of freshly switched piscivores of the 2023-year class indicates that the transition period may be an extremely important qualitative change of the whole brain transcriptome (Fig. 4). Nonetheless, it remains to be identified what specific brain region is responsible for the increase in gene transcription. The transition to piscivory during the summer (before our August sampling) is indeed advantageous as the life expectancy of August piscivores is about 25 times higher than that of August planktivores (Tesfaye, 2025). The switch to piscivory is thus an extremely important event from both ecology and transcriptomics point of view and deserves detailed attention in future studies.

**Fig. 4.**
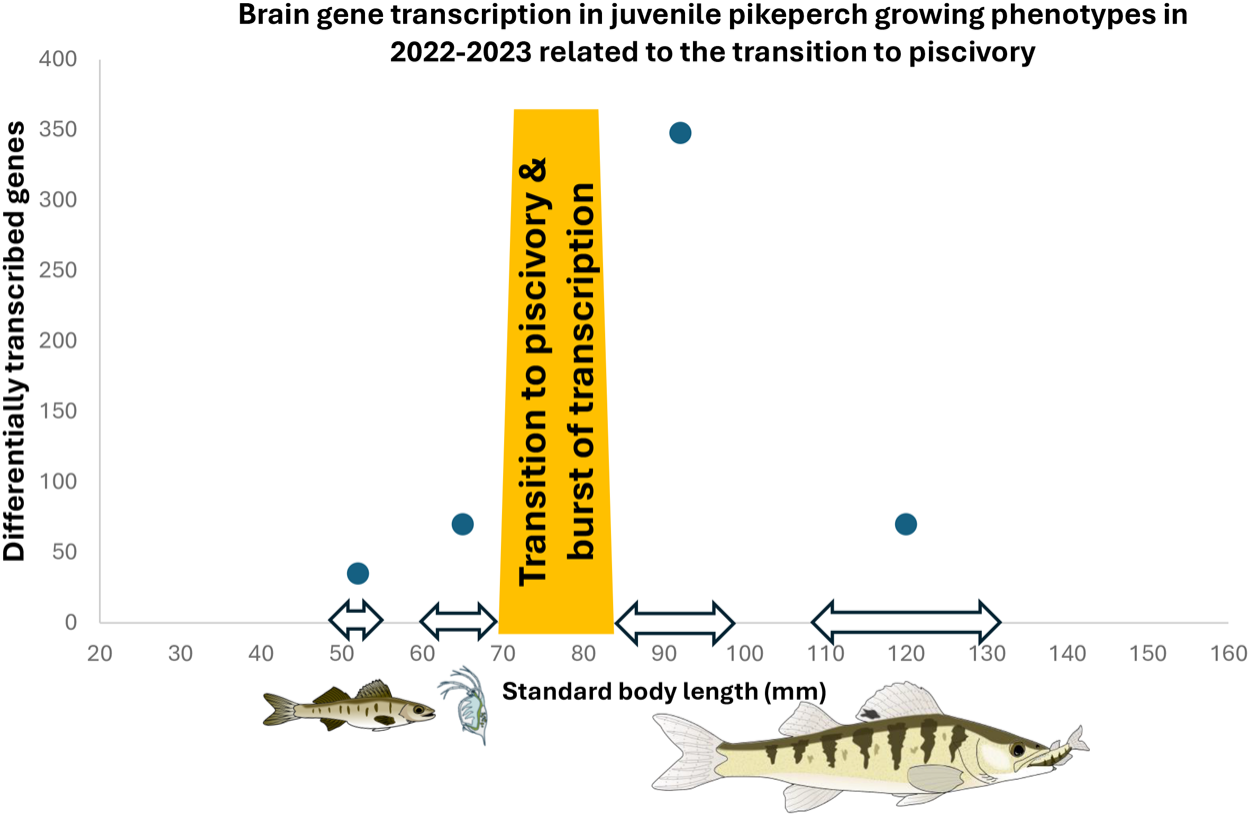
**Brain gene transcription in pikeperch growing phenotypes in 2022-2023 related to the transition to piscivory.** Visualization of ecological data is integrated with neurotranscriptomics for both years and growth phenotypes.

No matter how advantageous the early transition to piscivory is, most of pikeperch in Lipno reservoir remain still pelagic and planktivorous in late August of the first year of life and face the challenge of transition to piscivory. In line with this, a great majority of the abundant 2022-year class was still composed of planktivores in August (Fig. 1A). However, their body size was sufficient to switch to piscivory in September. They had just a few weeks to accomplish the transition before the onset of the cold period of the year when plankton would be scarce. The September 2022 survey showed that planktivores vanished from pelagic, which is the first precondition of becoming piscivorous. The assessment of 2-year-old fish in 2023 (Fig. 1B) showed that a good proportion of planktivores successfully switched to piscivory and they made the base of a strong 2022-year class (Tesfaye, 2025).

In the long-term comparison of juvenile pikeperch body size, year 2023 with smaller individuals of both phenotypes was rather average and reflected the most usual situation, while year 2022 was an exception in terms of body size (Tesfaye et al., 2024; Tesfaye, 2025). Despite the non-overlapping body size ranges, the GO terms enriched among the genes significantly upregulated in piscivores are consistent between the years. The comparable pattern in the transcription rate between 2022 and 2023 genes and phenotypes (e.g. Tables S5, S6, overall transcription of TFs and Slc genes) further supports the validity of our results despite a higher intra-phenotype variance. The upregulation of Slc genes in piscivores from 2023 can be ascribed to the abrupt change in food quality and quantity upon the recent transition to piscivory – activity of Slc genes is linked to and reflected by food intake as well as by increased energy demand (Nguyen et al., 2021) in newly piscivorous brain facing new challenges.

The body size of juvenile pikeperch determines whether an individual becomes able to catch its first fish prey or not. Hence, growth is regulated by intrinsic neuroendocrine mechanisms integrating signals from the gastrointestinal tract in brain (Soengas et al., 2018). Yet, growth also largely depends on extrinsic conditions that obviously influenced the 2023 pikeperch population and its overall success. As a result, the two growth phenotypes in both consecutive years were determined by their distinct whole-brain gene transcription in response to intrinsic and extrinsic factors.

### TFs in the juvenile pikeperch brain

TFs are essential among others for vertebrate neurodevelopment (Leung et al., 2022) and potential regulators of appetite in fish (Vinnicombe and Volkoff, 2022). The two non-overlapping sets of TFs significantly upregulated in planktivores and piscivores, respectively, represent a distinct group of homeobox, Klf and Znf TFs in each phenotype. TFs of the groups Batf, Bhlhe, Egr, Foxg, Glis, Macc, Osr, Sp, Tbx, and Tbr are upregulated in piscivores, and Fbxo, (proto)oncogene fosab and junba, Tef and vitamin D3 receptors are upregulated in planktivores. 

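For all but 1 of the transcription factor genes of Table 3 that passed an unadjusted p of 0.05 in both years, the direction was the same in both years. The exception, the klf15 gene LOC116040748, was lower in piscivores of 2022 and higher in piscivores of 2023, and all 3 fish of one phenotype exceeded all 3 of the other in each year. Its interaction of phenotype with year was 1.66 (standard error 0.24), with an adjusted p of 0.0902 from edgeR's quasi-likelihood test and 1.29e-05 from DESeq2's Wald test.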

No TF transcript was upregulated in a year for planktivores and another year for piscivores and vice versa. Although the TF *klf15* was upregulated in both phenotypes, it was represented by three different paralogs. The transcription profiles of these TFs thus indicate their specific roles in neurodevelopment of the corresponding growth phenotype.

In planktivores, two (proto)oncogene TFs, *fosab* and *junba*, were highly transcribed in both seasons independently of the body size. They belong to the class leucine zipper factors (bZIP; Wingender et al., 2018) and were identified as the highly interconnected hub genes upregulated in the planktivorous phenotype in 2022 (Symonová et al., 2025) and in 2023. This is supported by the STRING database providing further evidence of their protein-protein interactions (Szklarczyk et al., 2023). Moreover, these two TFs participate in the formation of another TF, the Activating Protein 1 (AP-1) complex that is a crucial marker of neuronal activation with numerous roles in neurodevelopment (Alberini, 2009). *Fosab* functions are linked to learning, memory, and the overall neuronal activity (Wang et al., 2025; Tregub et al., 2025; Kubra et al., 2022), which is relevant for the planktivorous pikeperch phenotype striving to catch its first fish prey. *Fosab* belonging to IEGs is rapidly activated in response to extracellular stimuli with key roles in neuronal activity and brain development in mammals as well as in fish (Calvo and Schluessel, 2021; Tregub et al., 2025). A pleiotropic role of *fosab* affecting both the brain physical architecture and its cognitive capabilities is known in zebrafish (Wang et al., 2025). *Junba* identified as a ‘JunB proto-oncogene, AP-1 TF subunit a’ also belongs to IEGs. Their bZIP domain facilitates their dimerization to form the AP-1 TF complex (Shaulian and Karin, 2002). The AP-1 is a pivotal regulator of gene expression and coordinates cell growth, proliferation, and differentiation by its involvement in both basal and inducible gene transcription (Alberini, 2009). In the CNS, AP-1 is essential for learning, memory, motor control, and cognition (Herdegen and Leah, 1998). FOS proteins can only heterodimerize with members of the Jun family, while Jun proteins can both homodimerize and heterodimerize with other Jun or Fos members to form functionally active complexes. Jun proteins also heterodimerize with other TFs such as members of the ATF family (Hai and Hartman, 2001), which have the highest transcription rate in the juvenile pikeperch brain (this study). Since interactions between *Fosab* and *Junba* are critical for brain development (West and Greenberg, 2011), their increased activity in planktivores may represent a distinct neurodevelopmental stage governed by these TFs regulating downstream regulatory and effector genes. For piscivores, another distinct group of TFs represent the major regulators, while Slc transporters are the major NEGs potentially regulated by TF and ensuring, among others, metabolic demands of the brain of the piscivorous phenotype.

The Krüppel-like factors (Klfs) are TFs with zinc finger (Znf) DNA binding domains known to play important roles in brain development and regeneration of CNS and optic nerve including adult zebrafish (Bhattarai et al., 2016; Veldman et al., 2007). Klf members are known to be developmentally regulated in the CNS and as transcription activators or repressors according to the specific cellular context. However, most studies on Klfs focused on non-nervous tissues of mammals (Moore and Goldberg, 2011; Moore et al., 2011). Despite their ubiquitous transcription, not much is known about this TF family in the (juvenile) fish brain. *Klf6a* and *Klf7* exhibited wide and similar expression in the adult zebrafish CNS (Bhattarai et al., 2016). Recently, Chen et al. (2021) re-annotated 24 grass carp klf genes and analyzed them in the context of a virus infection in immune-relevant tissues. Of the *klf11* and *klf15* upregulated in juvenile pikeperch brain, *klf15* is an outlier that was not assigned to any specific Klf subfamily because of limited knowledge about its protein interaction motifs and largely unknown functions (Moore et al., 2011; Xiang et al., 2024). A study using bovine retinal cDNA library reports Klf15 acting as a transcriptional repressor of the rhodopsin and interphotoreceptor retinoid-binding protein promoters and being involved in restraining photoreceptor-specific gene expression in non-photoreceptor cells (Otteson et al., 2004; Xiang et al., 2024). Klf11 defined as a transforming growth factor (TGF) beta-inducible gene belongs to the SID-R2/3 subfamily of Klf (Moore et al., 2011). It is known to be involved in fat metabolism in mouse liver, glucose metabolism in pancreas, cardiac fibrosis and cancer, i.e. not in nervous tissue (Xiang et al., 2024; Yuce and Okzan, 2024). Since the three different *klf15* orthologs were upregulated between piscivores and planktivores, they may exert potentially important, however, currently unknown functions for the respective phenotypes. Thus, Klfs together with other TFs are a promising group of transcriptional regulators for downstream neurodevelopmental research in (juvenile) fish brain since they provide insight into the role of paralogs that emerged also in genes of Slc transporters. Paralogs originating from the teleost-specific genome duplication (Glasauer and Neuhauss, 2014) increase the overall count of transcribed genes and therefore potentially enrich the regulatory landscape.

### The extracellular space of the piscivorous pikeperch brain

The brain tissue is composed of two main components: cellular elements (neurons and glial cells) producing the gene transcripts, and the gap between the elements, the ECS crucial for the proper functioning of the elements. The most important terms of all three GO categories consistently upregulated in piscivores center around ECM, ECR, collagen-related terms and cell periphery, all closely linked to the ECS (Ashburner et al., 2000; The Gene Ontology Consortium, 2023; Symonová et al., 2025). ECM is one of fifteen ‘External encapsulating structures’ belonging to the Cellular component (CC) term ‘Cellular anatomical entity: cell periphery’. With its synonym matrisome, ECM is defined as the structure lying externally to cells, which provides structural support and biochemical or biomechanical cues for cells. The cell periphery itself is a broad region including the cell membrane and any external encapsulating structures. ECR belongs to the CC term ‘Cellular anatomical entity’ and is defined as the space external to the outermost structure of a cell. This term annotates gene products secreted from a cell but retained within the organism (i.e. released into the interstitial fluid or blood). The ECS also known as intercellular space belongs to the CC term ‘cellular anatomical entity’. ECS is the part outside the cells occupied by fluid. The width of the ECS is about 20-60 nm while it occupies ∼20% of the brain volume (Kamali-Zare and Nicholson, 2013). The proximity to the cell membrane makes ECS and its content important for cellular homeostasis and function. The ECS contains a fluid similar to that found in brain ventricles that maintains an ionic balance across the cell membrane. The ionic balance establishes the cellular resting potential and permits neuronal action potential and synaptic transmission. The ECS provides a communication channel between cells for chemical signals (Nicholson and Hrabětová, 2017). The ECS accommodates an ECM forming a meshwork of long-chain polymeric molecules including chondroitin sulfate, heparin sulfate, etc. (Nicholson and Hrabětová, 2017). The transmembrane movement of diverse molecules is determined among others by size of the ECS and by the active transport that is regulated by Slc transporters. Transcripts of Slc transporters were significantly upregulated in the smaller-sized piscivores from 2023 in contrast to 2022 and to planktivores of both years. This indicates a more intense transmembrane movement in the 2023 piscivores and more interactions between brain cellular elements and their ECM. Hence, an overall higher brain activity in the smaller-sized 2023 piscivores can be inferred from their gene transcription that was then reflected in their higher survival in comparison to their underdeveloped planktivorous siblings (Fig. 1).

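For the 20 Slc genes of Table 5 given for piscivores, the interaction of phenotype with year had adjusted p-values from 0.275 to 0.995 by edgeR's quasi-likelihood test. The smallest belonged to LOC116039652 (interaction 6.04, standard error 1.28), and of the 20 genes it alone passed the threshold with DESeq2's Wald test (adjusted p = 0.000435). In 2022, 19 of the 20 were higher in piscivores.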

### Slc transporters in the piscivorous pikeperch brain

The Slc transporters are the largest family of transmembrane transporter proteins well characterized in mammals and particularly in humans, where over 400 members are organized into 66 families (Hediger et al., 2004; Perland and Fredriksson, 2017; Hu et al., 2020). Slc transporters facilitate the movement of diverse substrates across membranes encompassing ions, amino acids, nutrients, metabolites, nucleotides, and vitamins. In the brain, Slc transporters are fundamental for maintaining neuronal excitability, ensuring neurotransmitter homeostasis, supporting energy metabolism, and enabling detoxification processes. Their proper function is critical for brain development, cellular health, maintaining brain homeostasis, facilitating nutrient supply, enabling waste removal, regulation of neurotransmission, and overall neurological functions (Nguyen et al., 2021). Their significantly higher transcription in piscivores indicates a more dynamic transmembrane transport in this phenotype, i.e. a brain undergoing active maturation, characterized by high metabolic demand, ongoing neurogenesis, synaptic refinement, and precise regulation of ion and nutrient balance. Since blood vessels in the main parts of the CNS are impermeable to water-soluble molecules due to blood-brain barrier (BBB), specialized transport systems exist of which the protein-mediated transport is facilitated by Slc transporters among others. Slc transporters thus import nutrients and export metabolites through the BBB (Nguyen et al., 2021). The significant upregulation of Slc aligns with the importance of nutrients transport for sustaining brain function and supporting its growth in predatory piscivores. We provide first indications that the brain with upregulated transcripts of Slc genes is not merely growing but could be actively engaged in complex metabolic, homeostatic, and signaling processes that necessitate precise control over the intra- and extracellular environment. The variety of substrates handled by the upregulated Slc transporters also suggests an active and dynamic metabolic state which is expected in piscivores facing new ecological challenges. Indeed, the brain, especially during development, has substantial energy demands reflected among others by preference for littoral habitats (Závorka et al., 2023). We anticipate that developing brain needs to continuously import nutrients, efficiently remove waste products, maintain ion gradients crucial for neuronal excitability, and precisely regulate neurotransmitter levels. This transcription profile thus can be considered to match with ongoing processes such as neurogenesis, synaptogenesis, myelination, and the robust metabolic support required for these dynamic changes. However, these expectations need to be confirmed by functional experiments.

### Genes so far unknown to be active in fish and/or brain

Functions of the *Faxdc2* encoded fatty acid hydroxylase domain containing 2 are explored in mouse (The UniProt Consortium, 2017) and involve the following GO terms: CC - Membrane, MF - Iron ion binding and oxidoreductase activity, and BP - Sterol biosynthetic process. For zebrafish, the following terms are known CC - Endoplasmic reticulum membrane, MF - Methylsterol oxidase activity and iron ion binding, and BP - Sterol biosynthesis (The UniProt Consortium, 2017). According to FishEnrich, *faxdc2* is involved in BPs Membrane lipid biosynthesis and metabolism and Regulation of neurotransmitter secretion (Kuleshov et al., 2016, 2019). Regarding the highest betweenness and centrality values of this transcript and its involvement in sterol metabolism and iron ion binding, Faxdc2 should be further explored particularly in the piscivorous juvenile pikeperch brain.

Protamine-like proteins belong to sperm nuclear basic proteins and are related to somatic linker histone H1 family across the animal phylogeny (Eirín-López, et al., 2006) including fish (Saperas et al., 2006). Hence, this protein is so far exclusively known as sperm chromatin condensing protein and its function in the juvenile pikeperch brain remains currently unclear.

The family of matrilin proteins is thought to be involved in the formation of filamentous networks in the ECM of various tissues and interacts with collagen I (Piecha et al., 2002). The matrilin complex itself is a GO term belonging to ECM (The Gene Ontology Consortium, 2023). GO MF of matrilin is ‘Enables Ca^2+^ ion binding’ (Burge et al., 2012). Matrilin-2 functions are known mostly in mammals (The UniProt Consortium, 2017). The *Mtn2* genes thus can be considered potentially linked to the ECM and collagen metabolism but also to ion transporters as numerous other transcripts consistently upregulated in piscivores.

The *krt13* gene-encoded keratin, type I cytoskeletal 13-like is a component of the intermediate filament network in epithelial cells (Hatta et al., 2018) with the only GO MF known – ‘Enables structural molecule activity’. Additionally, in mice, this protein is known to be involved in protein metabolic and developmental processes, and in regulation of transcription in response to stress (Burge et al., 2012; Tang et al., 2019). This transcript should be further investigated in juvenile pikeperch neurotranscriptomics particularly in piscivores.

The *Mpk12* gene-encoded mitogen-activated protein kinase 12-like has the GO molecular functions ‘enables ATP binding’ and ‘enables MAP kinase activity’ and is involved in the GO biological processes ‘intracellular signal transduction’ and ‘protein phosphorylation’ (Burge et al., 2012; Tang et al., 2019).

The *Apoba* gene-encoded apolipoprotein Ba has the GO MFs ‘Cholesterol transfer’, ‘Heparin binding’, and ‘Low-density lipoprotein particle binding’, and its GO BPs involve ‘Cholesterol homeostasis, metabolism and transport’, ‘Lipoprotein transport’, and ‘Triglyceride mobilization’ (Burge et al., 2012; Tang et al., 2019). The heparin-binding function of this gene indicates its potential participation in the ECM of piscivores, while the cholesterol-related processes indicate a potential role of this transcript in synaptic plasticity, neuron development, cell signaling, and learning and memory (Hussain et al., 2019). Since this transcript showed high betweenness and centrality values it is supposed to substantially interact with other transcripts.

The *Gyc88E* gene-encoded soluble guanylate cyclase 88E-like is a protein with GO MF ‘Enables guanylate cyclase activity’ and ‘Enables heme binding’, the GO BP ‘Involved_in cGMP biosynthesis, nitric oxide-cGMP-mediated signaling, and response to oxygen levels’ (Burge et al., 2012; Tang et al., 2019). It participates in regulation of physiological functions including vasodilatation and neurotransmission (Derbyshire and Marletta, 2012). Its physiological functions relevant to CNS involve the role of cGMP as modulator of neuronal excitability, synaptic transmission, and plasticity, contributing to learning and memory (Argyrousi et al., 2020). Hence, this transcript might be relevant to the juvenile pikeperch brain development.

The *Cltrn*-encoded collectrin (also known as Tmem27) is a transmembrane glycoprotein and an angiotensin-converting enzyme 2 homologue, known as a chaperone of amino acid transporters in the kidney and endothelium and from pancreas (Chu et al., 2023). This amino acid transport regulator might be functionally related with the numerous Slc transporters that were also upregulated in piscivores.

### Integration of transcription regulation and Slc transporters into the regulome

Slc transporters are directly linked with TFs that regulate their transcription, e.g. nuclear receptors, AP-1 (both transcribed in juvenile pikeperch brain as shown by this study) and other TFs; however, knowledge of these regulatory interactions is known mostly for mammals (e.g. Chan et al., 2013; Zhou and Shu, 2022) and far less for fish (Johnston and Kennedy, 2024). Slc transporters are further linked with the brain transcriptional machinery via metabolic pathways and changes in expression of (an)orexigenic neuropeptides – nutrient-sensing mechanisms regulating gene expression related to food intake and brain metabolism. Transcription of (an)orexigenic neuropeptides is regulated in response to fluctuating food availability (Conde-Sieira and Soengas, 2017) that accompanies both pikeperch phenotypes although in different ways. Planktivores are driven to filter zooplankton to grow as fast as possible. Piscivores have to utilize their structured habitat to hunt fish prey richer in nutrients than zooplankton and to hide from predators. Piscivores thus deliver more nutrients in their brain, whereby Slc transporters facilitate the uptake of nutrients into brain cells (Ayka and Şehirli, 2020). The intracellular nutrient levels are sensed by metabolic pathways, such as the mechanistic target of rapamycin (mTOR) and adenosine monophosphate-activated protein kinase (AMPK) (Soengas et al., 2018). These evolutionary conserved kinases act as master transcription regulators superior to TFs and drive cell metabolism, growth, and survival (Laplante and Sabatin, 2013; Lipton and Sahin, 2014). Their activity is driven by nutrient levels and the overall cellular energy status (Garza-Lombó et al., 2018). AMPK and mTOR pathways regulate cellular homeostasis at multiple levels, including the transcriptional regulation of genes linked to cell survival and bioenergetics. For example, AKT phosphorylation, which is influenced by mTORC2, regulates substrates like FOXO1/3a, a TF directly linking the metabolic pathways to gene transcription. This forms a feedback loop where Slc-mediated nutrient availability influences the metabolic state of brain cells, which then, through signaling pathways like AMPK/mTOR, modulates the activity of TFs. This represents a regulatory integration that allows the brain development and function to adapt dynamically to metabolic status and environmental nutrient availability during the distinct juvenile pikeperch phenotypes.

### Perspectives and conclusions

We link neurotranscriptomics of two juvenile pikeperch growth phenotypes with unprecedented details on their ecology, body size and their success in formation of the new-year class. Our results revealed that body size can be reflected in transcription of some genes (e.g. Slc transporters) and that transcription of other genes (e.g. TFs) can be rather related to the growth phenotype independently of the body size itself. Although based on the whole-brain transcriptome, which may have masked some details, our study represents an initial effort that showed the future directions for investigating neurodevelopment in planktivorous and piscivorous pikeperch. We thus contribute to filling knowledge gaps in dynamics of early life history stages of non-model freshwater fishes as identified by Czeglédi et al. (2021). On the other hand, our study opened further questions about the specific role of the TFs upregulated in the juvenile pikeperch growth phenotypes and in the juvenile fish brain generally, i.e. whether activating or repressive and about their specific gene targets or the entire pathways. Further studies should focus on the moment of transition to piscivory, the key point from ecological and transcriptomics perspective. Finally, gene transcripts of more specific brain regions of the respective growth phenotypes will be the next steps towards understanding the neurodevelopmental drivers of juvenile pikeperch promoting this species to a novel model system.

## MATERIAL AND METHODS

### Ichthyological surveys and samples for RNA-seq and RNA extraction

Young-of-the-year pikeperch (*Sander lucioperca*) were sampled by two specialized ichthyological methods at Lipno Reservoir, Czech Republic in the last week of August 2022 and 2023. The young-of-the-year pikeperch individuals analyzed were too young and their sex was indistinguishable upon dissection since their gonads were not differentiated yet (Symonová et al., 2025). For the RNA-seq, four to five individuals of each phenotype and each year were sampled to ensure the lowest acceptable baseline of three replicates (Degen and Medo, 2025 and references therein) regarding the availability of the individuals of both phenotypes and trying to minimize our impact to the pikeperch population. The planktivorous individuals were caught by night pelagic trawling with a boat at the Lipno Reservoir as described by Jůza et al. (2014). Another round of pelagic trawling was performed in Mid-September 2022. The piscivorous individuals were caught by night littoral seining as described by Jůza et al. (2014). Size compositions of pikeperch in the last week of August of the second year of life were sampled by 40-50 CEN multimesh gillnets installed in all habitats of the reservoir according to Tesfaye et al. (2025). Fish age was established by otoliths reading as described by Tesfaye et al. (2023). Standard body size (SL; i.e. without tail) was recorded in the framework of the ichthyological survey for each fish each year (Table 1). The pikeperch individuals were killed by spinal cord interruption. The field sampling and experimental protocols used in this study were performed in accordance with the guidelines and permission from the Experimental Animal Welfare Commission under the Ministry of Environment of the Czech Republic (reference no. CZ 01679). The Experimental Animal Welfare Commission of Biology Centre of the Czech Academy of Sciences approved methods and ethics of the study. Their brains were immediately preserved with the RNA-Later solution (Thermo Fisher Scientific, USA). Brain RNA of each pikeperch individual was extracted using the RNA-Blue solution based on guanidinium thiocyanate-phenol-chloroform (Top-Bio, Czech Republic) according to the manufacturer's instructions. Obtained RNA was resuspended in RNAse-free ultrapure water (Top-Bio), quantified with Qubit™ 4 (Thermo Fisher Scientific) and Qubit™ RNA Broad Range Assay Kits (Invitrogen), and stored at −80°C. RNA samples of three individuals of each phenotype in each year (i.e. *n*=3 per phenotype and year totaling 12 individuals) with the best RNA yield and quality (RQN 8.6-10, Table S1) were sequenced by AZENTA (Germany) using the poly(A) enrichment.

### RNA-seq data filtering and read mapping

Sequence reads were trimmed to remove adapter sequences and nucleotides with poor quality using Trimmomatic v.0.36 (Bolger et al., 2014). The trimmed reads were mapped to the pikeperch reference genome SLUC_FBN_1.2 (GCA_008315115.1; Nguinkal et al., 2019) using the STAR aligner v.2.5.2b (Dobin et al., 2013). BAM files were generated. Sample sequencing statistics and statistics of mapping the reads to the reference genome of pikeperch is in Table S1.

Unique gene hit counts were calculated using featureCounts from the Subread package v.1.5.2 (Liao, et al., 2019). The hit counts were summarized and reported using the gene_id feature in the annotation file. Only unique reads that fell within exon regions were counted. The gene hit counts were normalized using DESeq2. A table of normalized gene hit counts was used for downstream differential expression analysis. Using DESeq2, a comparison of gene expression between the two phenotypes was performed intra-annually (i.e. in 2022 and 2023) and within phenotypes inter-annually (i.e. planktivores of 2022 against planktivores of 2023 and the same for piscivores). The Wald test was used to generate *P*-values and Log2FoldChanges. Genes with an adjusted *P*-value <0.05 and absolute Log2FoldChange >1 were considered as differentially expressed genes for each comparison (Love et al., 2014). A custom R script was used to assign a gene name to LOC identifiers of gene transcripts in the differential analysis table produced by AZENTA. In this way, 2583 gene names were obtained.

### Functional gene ontology, pathway enrichment and network centrality analyses

Pathway enrichment analyses and interaction statistics were performed online using the STRING database v.12 with the zebrafish (*Danio rerio*) gene annotation (Szklarczyk et al., 2023) and the tool Cytoscape (Shannon et al., 2003). Four sets of genes that resulted from intra- and inter-annual comparisons (Table 2) were uploaded in the database and analyzed for pathway enrichments. For these datasets, GO terms were explored, and local network clusters, KEGG (Kanehisa et al., 2017) and Reactome (Gillespie et al., 2022) pathways were identified. An Enrichment map plugin of Cytoscape was used to produce networks of the enriched pathways (Merico et al., 2010). Network centrality analysis was performed in Cytoscape, and the produced network centrality metrics (degree and betweenness) were used to identify potential hub genes *sensu* (Lehner et al., 2006; Rosati et al., 2024).

## Supplementary Material

10.1242/biolopen.062280_sup1 Supplementary information

Table S2. Intra annual comparison of differentially transcribed genes between phenotypes in 2023.

Table S3. Inter-annual comparison of differentially transcribed genes in planktivores between 2022 and 2023.

Table S4. Inter-annual comparison of differentially transcribed genes in piscivores between 2022 and 2023.

Table S5. TFs transcribed in brain of both juvenile pikeperch phenotypes in 2022-2023.

Table S6. Slc genes transcribed in brain of both juvenile pikeperch phenotypes in 2022-2023.

# Supplementary material for: Differential activity of transcription factors and neuronal effectors during the development of pikeperch brain
**Source:** Biol Open. 2025 Nov 20;14(11):bio062280. doi: 10.1242/bio.062280
**Supplement:** Supplementary information

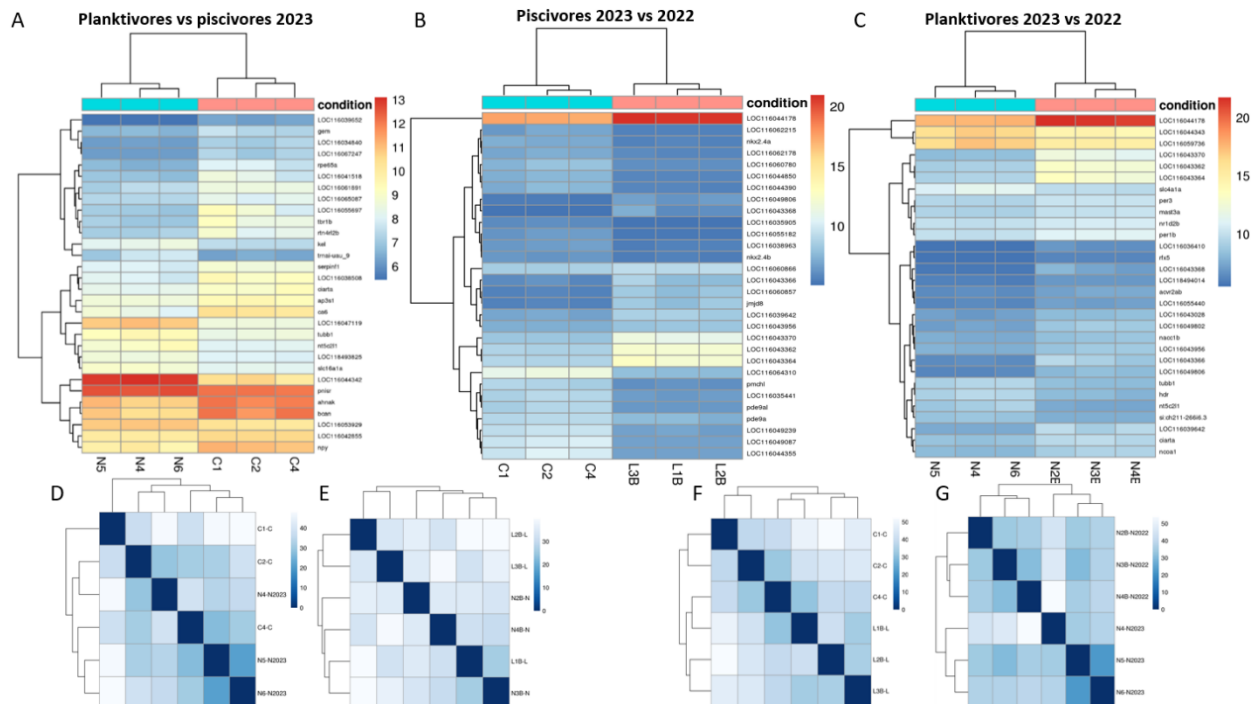

**Fig. S1. Sample sequencing statistics.** A-C, Bi-clustering heat maps of differentially transcribed genes between growth phenotypes and inter-annual comparisons. D-E, Sample distances show the distances of expression values from each sample. The shorter the distance, the more closely related the samples are. This method is used to identify if the two groups are closely related or not.

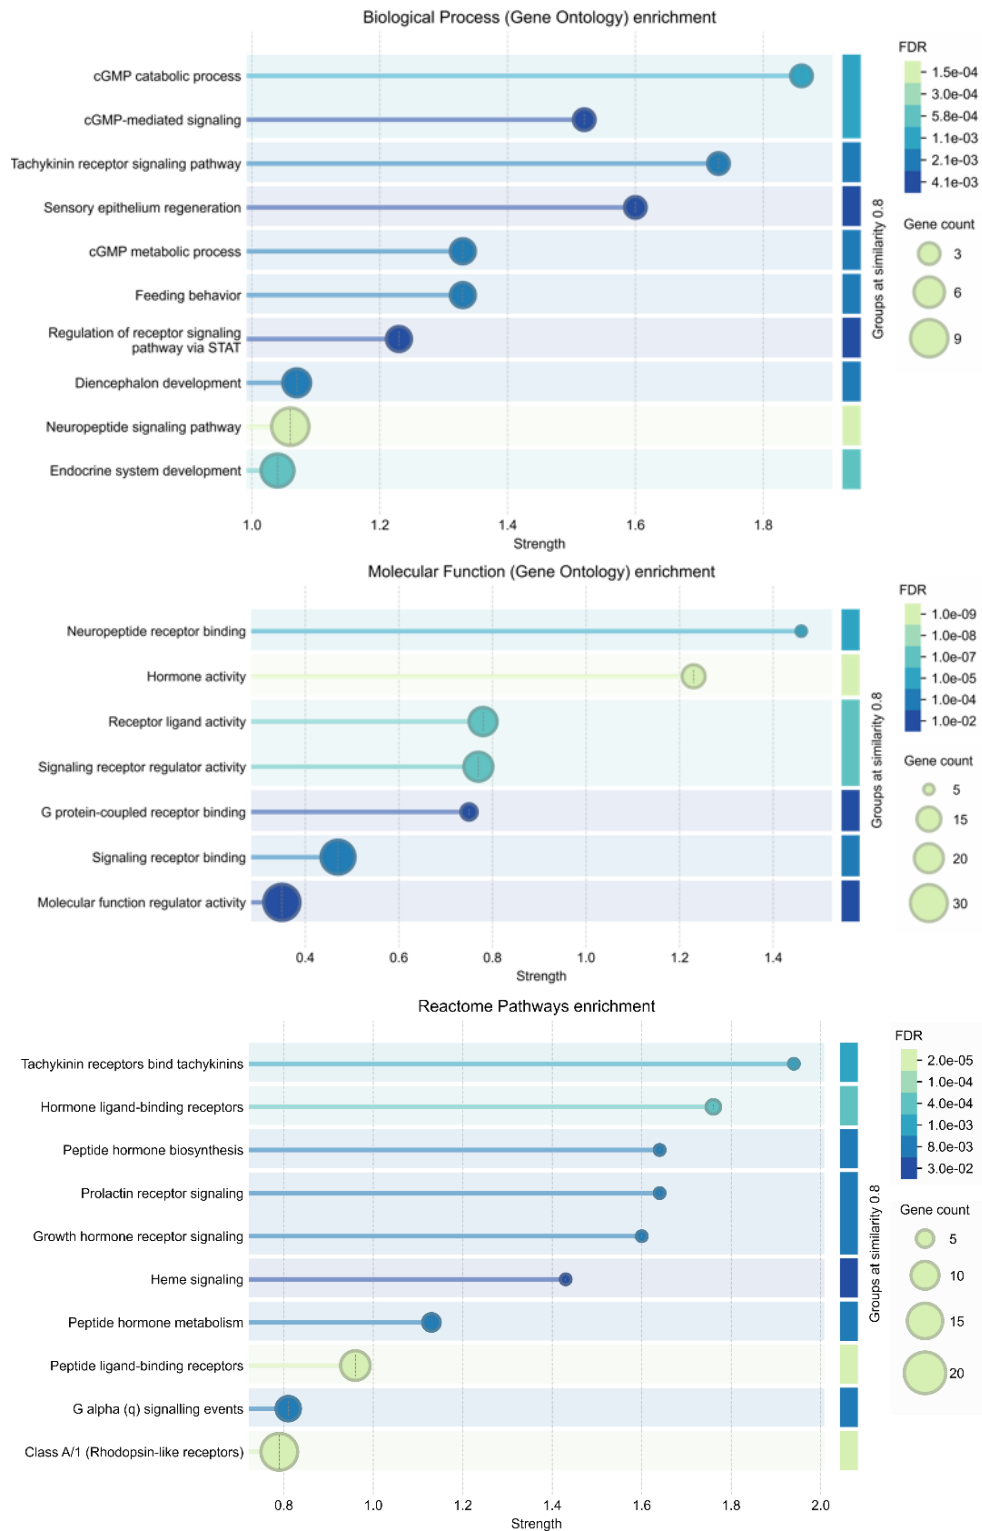

**Fig. S2. Inter-annual comparison of GO terms enrichment between years within piscivores.** GO terms enriched in the smaller piscivores of 2023 shown, no GO terms were enriched in the larger piscivores of 2022 in comparison to 2023. A single CC GO term was enriched in 2023: ECR; following Annotated Keywords were enriched in 2023: Hormone, Homeobox, Secreted, Signal.

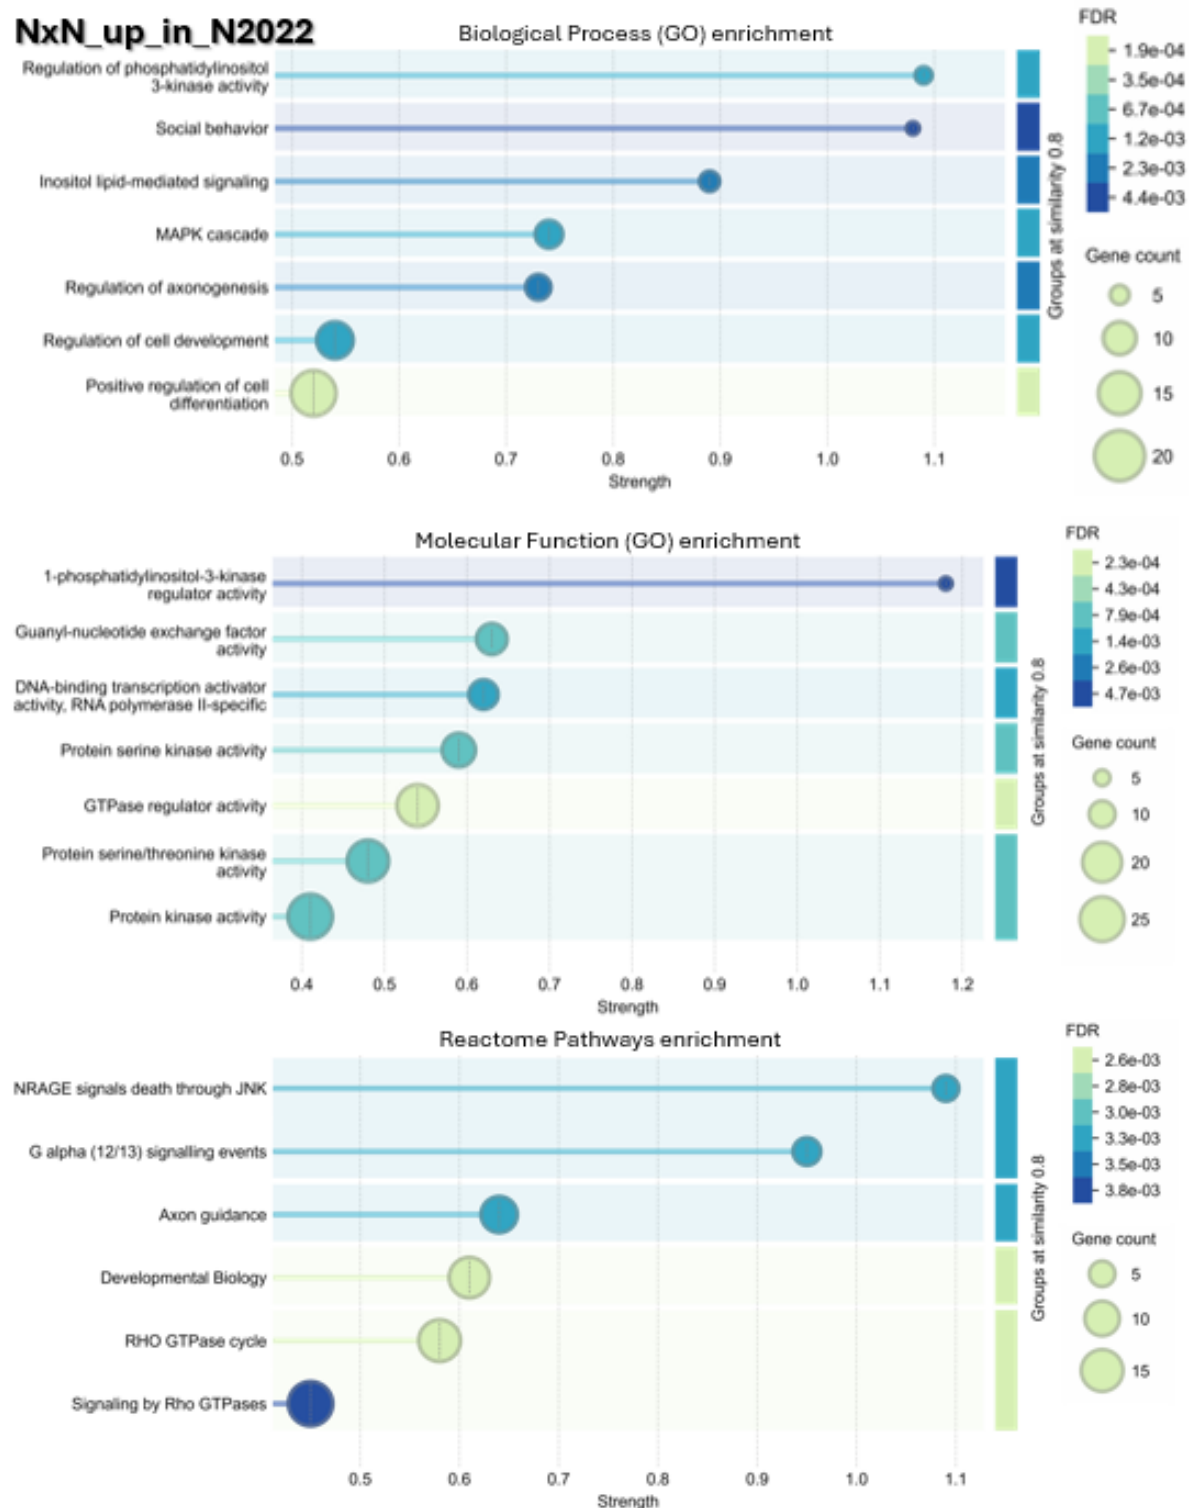

**Fig. S3. Inter-annual comparison of GO terms enrichment between years within planktivores.** GO term enriched in larger planktivores of 2022 with Reactome Pathways enriched. A single CC GO term was enriched in 2022: Cellular anatomical entity with strength 0.01. A single KEGG Pathway term was enriched in 2022: Phosphatidylinositol signaling system (strength 0.81).

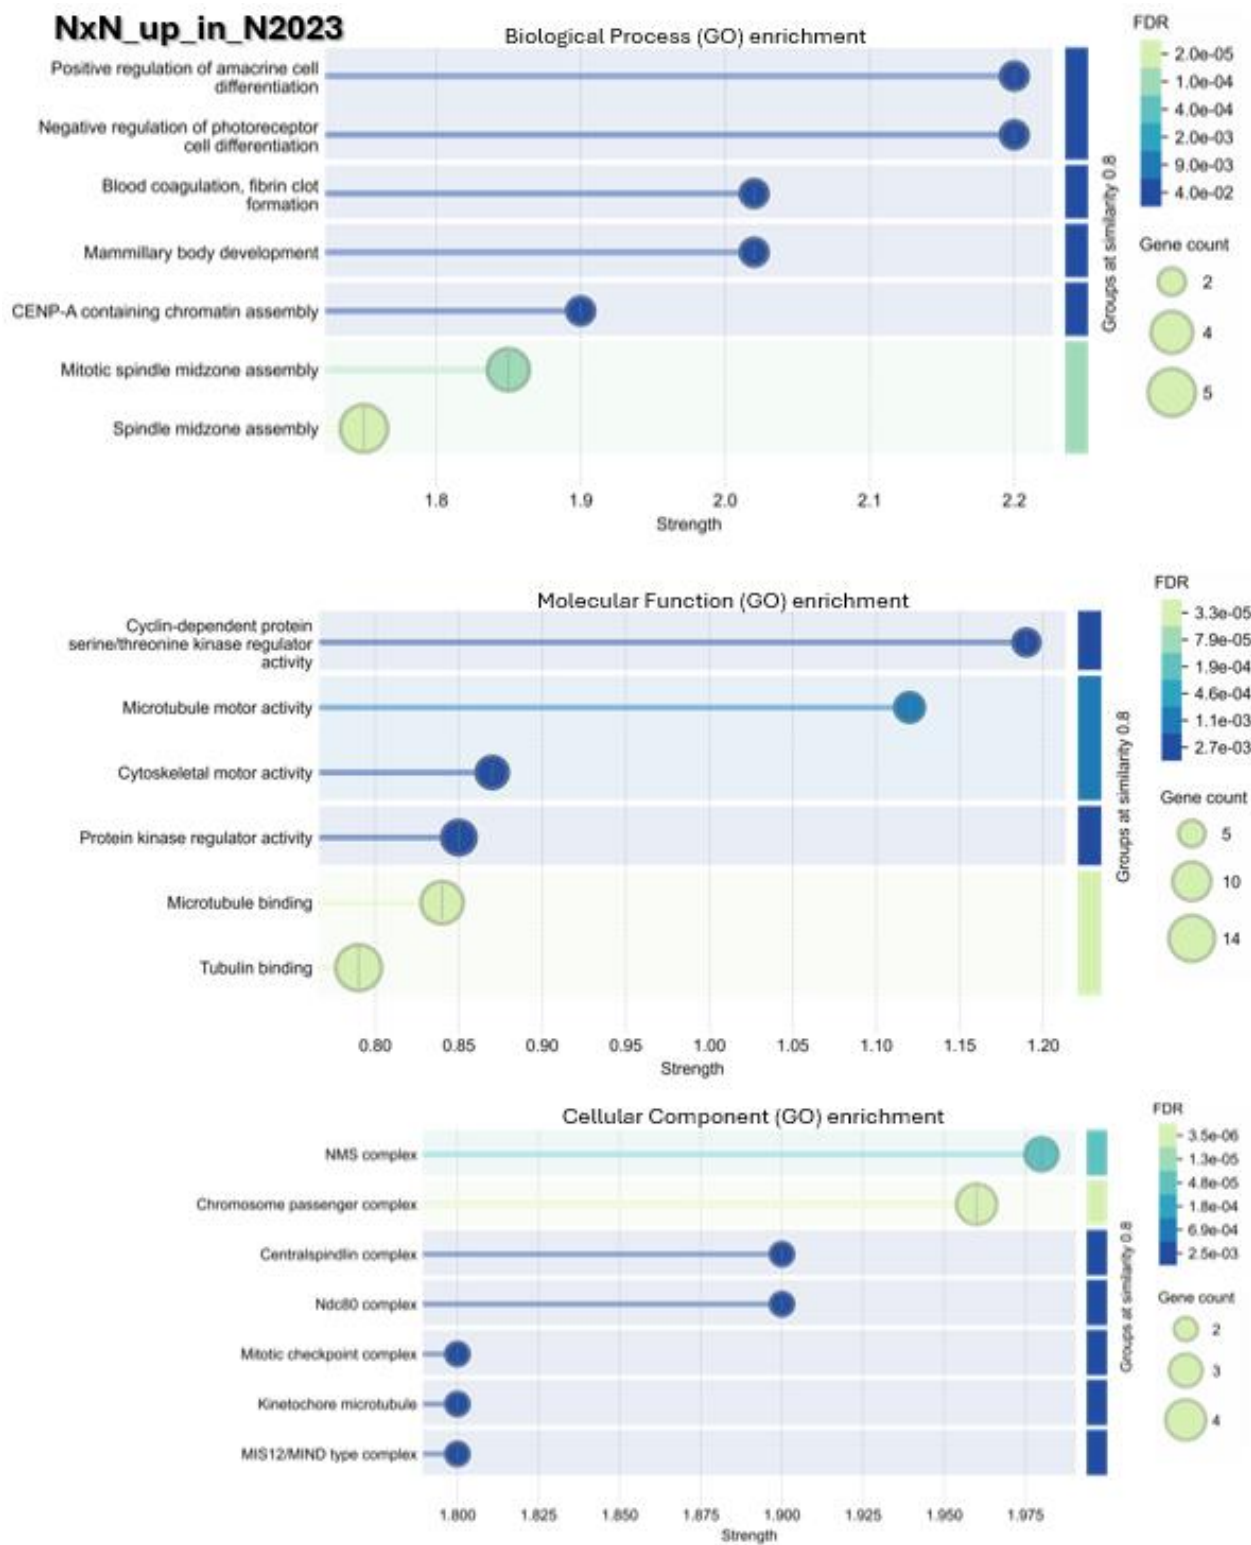

**Fig. S4. Inter-annual comparison of GO terms enrichment between years within piscivores.** GO term enriched in smaller planktivores of 2023 in comparison with larger planktivores of 2022.

**Table S1. Sample sequencing statistics.** Statistics of mapping the reads to the reference genome of pikeperch and quality scores.

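Table S1 gives the reads of each library, the reads mapped and those mapped uniquely. In the libraries of 2022, 71.8% to 81.5% of reads mapped uniquely, against 94.8% to 95.4% in 2023. Over all 12 libraries, between 84.5% and 88.8% of the unique reads were counted on a gene. The share of total reads mapped, computed from the table's own read numbers, was 97.3% to 97.6% in 2023, where the paper's own column gives 98.32% to 98.62%. For 2022 the column and the read numbers give the same shares. The 20 most counted genes took 21.2% to 29.9% of counts in 2022 and 9.49% to 13.4% in 2023.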

|      | Sample ID | Total Reads | Total Mapped | % Total Mapped | Unique Mapped | Yield (Mbp) | Mean Phred Score | % Bases >= 30 | RQN |
|------|-----------|-------------|--------------|----------------|---------------|-------------|------------------|---------------|-----|
| 2022 | L1B/C1    | 22,474,046  | 22,138,772   | 98.51          | 18,249,761    | 6,960       | 35.2             | 90.01         | 10  |
|      | L2B/C2    | 28,257,099  | 27,811,236   | 98.42          | 23,033,036    | 8,734       | 35.2             | 90.1          | 9.7 |
|      | L3B/C3    | 30,891,143  | 30,485,550   | 98.69          | 23,259,224    | 9,492       | 35.47            | 91.48         | 10  |
|      | N2B       | 40,188,872  | 39,635,077   | 98.62          | 28,855,296    | 12,339      | 35.47            | 91.44         | 9.3 |
|      | N3B       | 49,720,977  | 49,059,287   | 98.67          | 37,631,296    | 15,310      | 35.41            | 91.14         | 10  |
|      | N4B       | 47,858,545  | 47,149,302   | 98.52          | 38,076,666    | 14,689      | 35.47            | 91.43         | 8.6 |
|      | C1        | 41,506,565  | 40,458,169   | 98.47          | 39,409,434    | 12,934      | 34.84            | 88            | 9.1 |
|      | C2        | 18,801,468  | 18,345,509   | 98.57          | 17,899,377    | 5,840       | 34.89            | 88.13         | 10  |
| 2023 | C4        | 39,314,275  | 38,377,177   | 98.62          | 37,493,126    | 12,377      | 34.67            | 87.18         | 10  |
|      | N4        | 29,205,965  | 28,422,530   | 98.32          | 27,681,531    | 9,240       | 34.53            | 86.51         | 10  |
|      | N5        | 41,290,955  | 40,261,143   | 98.51          | 39,411,070    | 12,897      | 34.72            | 87.37         | 10  |
|      | N6        | 34,526,267  | 33,616,414   | 98.36          | 32,828,959    | 10,785      | 34.78            | 87.74         | 10  |

Explanations  
In 2022, two types of tissue were tested for RNA extraction: B - brain, G - gill, but gill did not work in the end  
C = Cannibals living in littoral (L), C = L = **piscivores**  
N = Normal **planktivorous** fingerlings = **planktivores**

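A table of DT genes lists, for each gene, the log2 fold change of piscivores over planktivores and its adjusted p. The table in the supplement holds 72 genes with a positive and 76 with a negative value in the paper's own list, and its log2 fold changes are those of the libraries of 2022. For krt13, for instance, the paper's value is 1.8017, and the libraries of 2022 gave 1.80 and those of 2023 1.99. For serpinh1b the paper's value is 1.7096, against 1.71 in 2022.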

**Table S2.** Intra annual comparison of differentially transcribed genes between phenotypes in 2023.

Available for download at  
<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062280#supplementary-data>

**Table S3.** Inter-annual comparison of differentially transcribed genes in planktivores between 2022 and 2023.

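In planktivores, 207 of 21311 genes were DT between years, 164 higher in 2022 and 43 higher in 2023, by edgeR's quasi-likelihood test (DESeq2's Wald test, 603). With each library left out in turn there were between 12 genes, without planktivore 6 of 2023, and 148 genes. Among the genes higher in 2022 was LOC116039462, with 268 counts in the 3 planktivores against 0 in 2023 (adjusted p = 0.0215). Ribosomal RNA was also higher, with LOC116043364 at 571 ± 299.8 CPM in 2022 and 3.04 ± 0.621 in 2023 (SD, n = 3; log2 fold change 7.56, standard error 0.50, adjusted p = 0.00284), and leaving out all ribosomal RNA genes gave 214 DT genes. Higher in 2023 were nt5c2l1 (27.0 ± 8.83 against 2.88 ± 0.530 CPM; log2 fold change −3.24, standard error 0.28, adjusted p = 0.00889) and LOC116044343 (log2 fold change −3.35, adjusted p = 0.0215), both transcripts of red blood cells. LOC116059736 (−2.87), LOC116059735 (−2.85) and LOC116050274 (−4.07) were also higher in 2023. Year and library handling cannot be told apart here.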

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062280#supplementary-data>

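In piscivores, the genes with the largest rise in 2023 included pmchl, with 3 counts in the 3 piscivores of 2022 and 3172 in those of 2023 (adjusted p = 0.000259 from edgeR's quasi-likelihood test), LOC116044355 (11 and 7274 counts, adjusted p = 0.00193) and LOC116064310 (1.199 ± 0.658 and 228 ± 53.4 CPM, SD, n = 3; log2 fold change −7.52, standard error 0.44, adjusted p = 0.00112). Other transcripts of the hypothalamus, where pmchl is transcribed, were also lower in the piscivores of 2022. jmjd8 had 1271 counts and LOC116060857 had 1278 in 2022, and both had 0 in the piscivores of 2023 (adjusted p = 0.00857 and 0.00500), but they had counts in planktivore 6 of that year.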

**Table S4.** Inter-annual comparison of differentially transcribed genes in piscivores between 2022 and 2023.

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062280#supplementary-data>

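The table gives log2 fold changes of transcription factor genes between phenotypes in each year. Of 218 of its genes found in the count table, 205 could be tested in 2023 and 206 in 2022. As a set they did not differ between phenotypes in 2023 (median log2 fold change 0.01, camera adjusted p = 0.910) or in 2022 (median −0.07, adjusted p = 0.580). Over all genes tested none of them was DT in 2023 and 2 were in 2022, and 50 and 18 had an unadjusted p below 0.05.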

**Table S5.** TFs transcribed in brain of both juvenile pikeperch phenotypes in 2022-2023.

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062280#supplementary-data>

**Table S6.** Slc genes transcribed in brain of both juvenile pikeperch phenotypes in 2022-2023.

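For Slc genes the table gives the same comparison. Its log2 fold changes for 2023 can be set beside those of edgeR: for slc13a4 the paper's value is 1.3723, against 1.38 (standard error 0.28, adjusted p = 0.126), and for slc5a5 it is 1.0407, against 1.05 (standard error 0.27, adjusted p = 0.172). In 2022 slc5a5 had 57.0 ± 12.7 CPM in piscivores and 24.6 ± 4.45 in planktivores (SD, n = 3; log2 fold change 1.22, standard error 0.20, adjusted p = 0.117).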

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062280#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

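Whole-brain RNA of 12 juvenile pikeperch was analysed, with 3 piscivores and 3 planktivores from each of 2022 and 2023, 1 library per fish. The authors trimmed reads with Trimmomatic, mapped them with STAR to SLUC_FBN_1.2 and deposited the count of unique reads within exons of each gene, without normalization. The authors also deposited TPM, and these values equal the counts divided by gene length and scaled to a common total. The groups were taken from the sample records, and no sample was regrouped. Of 32987 lines in the count table, 24 name no gene, with 0.589% to 3.18% of the counts of a library, and were left out. The other lines held 15327406 to 33858794 counts per library. The floor of 3 counts lay at 0.0886 to 0.196 CPM before TMM normalization, and at 0.0803 to 0.197 CPM with the TMM factors.

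Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, libraries scaled by TMM, dispersions estimated with the robust option, and groups compared with the robust quasi-likelihood F test. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called DT at an adjusted p below 0.05 and an absolute log2 fold change above 1. Comparisons were made between phenotypes within each year and between years within each phenotype. Models of all 12 libraries tested the interaction of phenotype with year and the phenotype difference over both years. CPM values use the TMM factors, log2 CPM a prior count of 2, and a floor is the CPM of 3 counts, which covers counting error only. The alternatives were DESeq2 1.42.0 with its Wald test, DESeq2's size factors, no filter beyond 1 count, at least 10 counts in every library, 1 fit to all 12 libraries, the 20 most counted genes left out, the adjusted p alone, the replicate number as a block, and each library left out in turn. A range of the adjusted p of a gene over the alternatives leaves aside the fits without 1 library, which are given apart where stated. It includes the fit without ribosomal RNA genes. Distances were also taken over the 500 genes with the highest variance and after DESeq2's variance stabilizing transformation, and agreement and ranks on TPM. Choices and alternatives were set before the data were examined, except the few that the closing section names.

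Genes followed by name were every gene the paper names and the 5 with the largest change in each direction among called genes whose groups do not overlap. The text gives values for part of them. Gene sets were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and again with an estimated correlation and with fry, with 18 sets adjusted together in each comparison. The median of a set and its number of higher genes are of differences between group means of log2 CPM, and edgeR's fitted fold changes give slightly other numbers. These were collagen genes, extracellular-matrix genes, Slc genes by symbol, Slc genes of Table S6, transcription factor genes of Table S5, and marker lists of the pituitary, hypothalamus, telencephalon, cerebellum, hox genes of the hindbrain and spinal cord, skeletal muscle, erythrocytes, meninges, choroid plexus, immediate early genes, circadian genes, glucocorticoid and fasting genes, and the cell cycle. The marker lists were fixed without sight of the counts, but after Tables S2 to S6 had been read. Distances between libraries were Euclidean on log2 CPM and compared by exact permutation. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

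The procedure was tested on simulated data with the sizes of these groups, with 200 of the genes changed by a log2 of 2. edgeR called 87.5% to 91.5% of them and DESeq2 93.0% to 97.5%. The simulated counts were drawn gene by gene from edgeR's own dispersions, and the changed genes were all above 1 CPM. These shares hold for such changes only and do not measure recovery in the real libraries. Gene ontology enrichment and raw reads were not analysed here.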

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

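The tests of tissue, gene variants, handling and time of day in this part were chosen only after the results were seen, and the counts over other splits of the libraries were planned. A check for single outlying fish was not run, since each group holds 3 fish.

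The phenotype difference of ciarta, per1b and klf11a differed between years by a test of the interaction, with values of 3.25, 2.60 and −2.46 (adjusted p = 0.0180, 0.0398 and 0.0180). Of 100 arrangements of the libraries, 5 gave at least as many genes, and the highest other gave 507, so chance is not excluded for this count. All 3 genes had an adjusted p below 0.05 without piscivore 1 of 2022 and without piscivore 2 of 2023, and none of them had without piscivore 3 or any planktivore of 2022, piscivore 1 of 2023 or planktivore 4 or 5 of 2023. Without planktivore 2 of 2022 all 3 stood at 0.0688. ciarta was at 16.8, 8.35 and 15.6 CPM in piscivores and 40.3, 46.6 and 34.3 in planktivores of 2022, and at 22.3, 20.8 and 32.7 against 6.67, 8.81 and 8.16 in 2023. ciarta and per1b are clock genes, and time of day or light at capture may have differed between the groups. The paper states that both phenotypes were caught at night, but its methods give no hour. Clock genes of the opposite phase (arntl1a, arntl2, clocka, clockb and nfil3) had an interaction of the opposite sign in 5 of 5 cases, from −0.78 to −0.26. Time of capture and a biological difference between phenotypes cannot be told apart here, because the hour of capture was not used and gear went with phenotype. For klf11a no technical explanation was tested.

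Pituitary hormone genes, which the paper does not discuss, were high in part of the libraries. prl reached 641 CPM in piscivore 1, 400.0 in piscivore 2 and 66.6 in planktivore 4 of 2023, against at most 0.845 elsewhere. All 9 of the other 9 genes of the pituitary list were highest in the same 3 libraries of 2023, so a candidate explanation is pituitary tissue attached to part of the brains. These libraries belong to both phenotypes, and a higher hormone transcription in these fish was not tested.

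The ribosomal RNA gene LOC116044178 took up to 20.9% of the counts, in planktivore 2 of 2022. All 6 libraries of 2022 had at least 12.0% ribosomal RNA and those of 2023 at most 0.360%. Year and sequencing batch cannot be told apart. If less complete removal of RNA without a poly(A) tail were the source, other such classes could be higher in 2022 too. The median log2 fold change of small nuclear, small nucleolar and guide RNA genes was −0.11 over 38 genes in planktivores and 0.09 over 18 in piscivores, with genes going both ways. The few genes of these classes called DT were all higher in 2022, 4 small nucleolar and 1 guide RNA genes in planktivores and 2 and 1 in piscivores, as such a source would have it. The medians are near 0, so the explanation stays open. Ribosomal RNA does not account for the differences between years, since without its genes 214 DT genes were called in planktivores and 64 in piscivores.

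Bone and cartilage transcripts were high in piscivore 1 of 2023, with col10a1a at 248 CPM against at most 9.27 in the other libraries, and mmp13b at 60.6. A piece of bone in that library is a candidate explanation for these genes. It does not account for the extracellular-matrix set, whose median log2 fold change was 0.45 without this fish. More meninges in the piscivore libraries stays open for that set. Of the markers of the meninges outside the set and outside the tables of the study, 7 of 7 were higher in piscivores of 2023 (median 0.70) and 5 of 6 in 2022 (median 0.61). A difference in the extracellular matrix between the phenotypes, as the paper has it, stays open as well and was not tested apart from tissue composition.

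jmjd8 reached 29.7 CPM in piscivore 2 of 2022. jmjd8, LOC116060857 and LOC116060859 had no counts or almost none in 5 libraries of 2023, the 3 piscivores and planktivores 4 and 5. All 3 genes with this split lie next to each other on chromosome 21 from 20062867 to 20114689, and no other annotated gene lies between. A candidate explanation is a variant against the reference, carried by part of the fish.

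LOC116061903 reached 72.8 CPM in piscivore 2 of 2022 and was near 0 in 4 libraries, 1 of each group. All 5 genes with this split lie on chromosome 17, where 2.98% of 19149 genes lie, so a haplotype of chromosome 17 carried by part of the fish is a candidate explanation. For this gene and for jmjd8 no biological explanation was tested.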

How the results depend on the processing

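The replicate block with its number check, the single fits without a library and the DESeq2 and edgeR alternatives were planned. Chosen only after seeing the data were leaving out ribosomal RNA genes, the adjusted p alone in the models of all 12 libraries, and, for the marker lists, camera with an estimated correlation, DESeq2's size factors and each library left out. For distances, agreement and ranks, leaving out each library was also chosen after seeing the data.

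With DESeq2's Wald test the number of DT genes rose from 36 to 411 between phenotypes of 2023, from 11 to 148 in 2022, from 207 to 603 between years in planktivores and from 73 to 391 in piscivores. For the interaction it rose from 3 to 92 and for both years together from 65 to 218, or 154 by edgeR with the adjusted p alone. In simulated data with 200 changed genes DESeq2 made 29 to 50 false calls and edgeR 9 to 20. There DESeq2 and edgeR called 236 and 197 genes with the setting of 2023, far closer than the 411 and 36 of the real libraries. The simulation did not reproduce this gap, so it cannot show how many of the further DESeq2 calls are false. With no filter beyond 1 count there were 60 DT genes in 2023, 43 in 2022 and 125 between years in piscivores, and with at least 10 counts in every library, which tests fewer genes, 24 in the last. In 1 fit to all 12 libraries there were 5 DT genes in 2023 and 419 between years in planktivores. That fit also moved the share higher in 2022 among piscivores from 42.5% to 82.6%, and at least 10 counts in every library moved it to 70.8%. Between phenotypes of 2022 the share higher in piscivores was 54.5%. It was 33.3% with the replicate block, 37.2% with no filter beyond 1 count and 60% with at least 10 counts in every library. The causes were not tested.

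In the fits that each left out 1 library, the number of DT genes went from 1 (without piscivore 1 or planktivore 6) to 16 in 2023, 0 (without piscivore 3 or any of the planktivores) to 2 in 2022, 12 (without planktivore 6 of 2023) to 148 between years in planktivores and 22 (without piscivore 2 of 2023) to 77 in piscivores. It went from 0 (without piscivore 3 or any planktivore of 2022, piscivore 1 or planktivore 5 of 2023) to 8 for the interaction and from 1 (without piscivore 3 or planktivore 2 of 2022, piscivore 1 or planktivore 5 of 2023) to 113 for both years together, highest without piscivore 1 of 2022. Where no gene was called, 942 to 1437 genes of 2022 and 1041 to 1446 genes for the interaction had an unadjusted p below 0.05. These fits have fewer samples.

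The collagen and extracellular-matrix sets of 2023 had an adjusted p of 0.539 and 0.433 with an estimated correlation and 0.211 and 0.125 with fry, and those of 2022 0.202 and 0.202, and 0.116 and 0.116. Without 1 library at a time, the Slc genes by symbol of 2022 went from 0.0303 to 0.348 and those of Table S6 from 0.0351 to 0.407, lowest without piscivore 1. Between years the collagen set went from 0.000693 to 0.968 in planktivores, lowest without planktivore 4 of 2023, and from 0.0195 to 0.937 in piscivores, lowest without piscivore 1 of 2023. The extracellular-matrix set went from 0.00304 to 0.986, lowest without planktivore 2 of 2022, and from 0.0372 to 0.935, lowest without piscivore 1 of 2023. The phenotype sets of collagen and matrix genes stayed below 0.05 in each such fit.

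Of the 13 marker lists, 9, 10, 9 and 5 passed the threshold in the comparisons of 2023, 2022, planktivores and piscivores. With an estimated correlation 0, 0, 0 and 0 did (1, 2, 2 and 1 at an unadjusted p below 0.05), and with fry 0, 2, 4 and 1 (3, 4, 5 and 1). Without 1 library at a time the counts went from 5 to 10, 9 to 12, 7 to 9 and 2 to 7.

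The Spearman correlation of transcription between years was, with log2(TPM + 1) and log2(TPM + 0.1), 0.933 and 0.929 for transcription factors in piscivores. For Slc genes it was 0.976 and 0.975 in piscivores and 0.974 and 0.974 in planktivores. For all genes it was 0.973 and 0.973, and 0.977 and 0.976. The correlation of the phenotype log2 fold changes was, with log2(TPM + 1), 0.271 for all genes and 0.505 for transcription factors, against 0.223 and 0.388 on CPM. With log2(TPM + 0.1) it was 0.215 and 0.408. On TPM meis2a ranked 8, against 4 on log2 CPM. Over the fits without 1 library these correlations went from 0.924 to 0.961 for transcription factors in piscivores, from 0.879 to 0.970 for transcription factors in planktivores, from −0.103 to 0.650 for the phenotype fold changes of transcription factors, from 0.969 to 0.981 for Slc genes in piscivores, from 0.972 to 0.980 for Slc genes in planktivores, from 0.327 to 0.645 for the phenotype fold changes of Slc genes, from 0.973 to 0.980 for all genes in piscivores, from 0.976 to 0.984 for all genes in planktivores and from 0.133 to 0.258 for the phenotype fold changes of all genes. The lowest for the fold changes of transcription factors was without planktivore 5 of 2023. The ratio of the distance between years to that between phenotypes went from 1.06 to 1.11.

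In 2 comparisons a replicate number recurs in 2 pairs of fish. With the number as a block there were 18 DT genes between phenotypes of 2022 and 1 between years in piscivores. The number names different fish in each group and is no pairing, and the block left few degrees of freedom. These 2 fits therefore cannot weigh the main results. Correlations of the differences from the group means between fish of the same number were −0.05 and 0.02, and −0.05 and 0.137. No such block was fitted for the phenotypes of 2023 or the planktivores of the 2 years, which share only 1 number. The correlations there were −0.305 and −0.216.

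Of the results for single named genes, DESeq2's Wald test left 150 on the same side of the threshold and moved 70 past it. Size factors of DESeq2 left 219 and weakened 1, and 1 fit to all 12 libraries left 187, weakened 27 and moved 2 past it. At least 10 counts in every library left 174, no filter beyond 1 count left 205, moved 10 past it and weakened 2, the 20 most counted genes left out left 210, and ribosomal RNA genes left out left 212. The block left 89, moved 2 past it and weakened 14. Leaving out 1 library left 1167 and weakened 168. None reversed.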

Differences from the paper's values

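The number of genes higher in piscivores of 2023 was 27 against the paper's 338, that higher in planktivores 9 against the paper's 46, and their sum 36 against the paper's 384. In 2022 these were 6 against the paper's 72, 5 against the paper's 76 and 11 against the paper's 148. Between years, 164 genes were higher in planktivores of 2022 and 43 in those of 2023, against the paper's 364 and 193, and 31 in piscivores of 2022 and 42 in those of 2023, against the paper's 150 and 197. Of the alternatives set before the data were examined, DESeq2's Wald test, which the paper's methods name, came within 1.5 times of each of these, with 359, 52 and 411 genes in 2023, 72, 76 and 148 in 2022, 397 and 206 in planktivores and 168 and 223 in piscivores. One fit to all 12 libraries did so for the paper's 364, with 312 genes. None of the other alternatives did.

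Of the Slc genes of Table 5, 1 of the paper's 20 was called higher in piscivores and 1 of the paper's 2 higher in planktivores. The Wald test of DESeq2 called 20 and 2, and no other alternative set before the data were examined closed the gap. It also called each gene of Table 3 except fosab in at least 1 year.

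The mean normalized count of LOC116050231 in planktivores of 2023 was 76.3 (SD 16.7) against the paper's 150. The mean of planktivores of 2022 was 151. No alternative was run for this value.

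The paper lists batf, aebp1a, macc1, osr1 and tbx18 under both phenotypes, and in 2023 they had log2 fold changes of 2.03, 1.44, 1.76, 0.99 and 1.17, higher in piscivores. It gives fosab and junba as higher in planktivores, and neither passed the threshold with edgeR, junba having a log2 fold change of 0.03 in 2023. With DESeq2's Wald test junba passed in 2022 (adjusted p = 0.0456) and fosab did not (0.203). It gives apoba as higher in piscivores than in planktivores in 2022 and as similar in 2023, and apoba was at 0.279 ± 0.168 CPM in piscivores against 1.02 ± 0.647 in planktivores of 2022 and at 2.57 ± 0.158 against 0.624 ± 0.0633 in 2023. It places the years closer together than the phenotypes, and the mean distance here was 118 between years against 109 between phenotypes, and 123 between piscivores of the 2 years against 110.2 between phenotypes of 2023. It titles Table S2 as 2023, and the log2 fold changes in that table are those of 2022. Table S1 gives a share of mapped reads in 2023 that is higher than its own read numbers give, 97.3% to 97.6%.

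On PC1 and PC2 of 2023 lay 37.7% and 27.8% of the variance, against about 53% and 21% in Fig. 2C, read by eye, which is within 1.5 times. Over the 500 genes with the highest variance after DESeq2's variance stabilizing transformation the shares were nearer to the figure, at 47.1% and 23.3%.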

Other observations

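The splits of libraries counted in this part were planned, and the tests of tissue, blood, handling and variants were chosen only after the results were seen. The marker lists were written after the tables of the study had been read.

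Of the 10 splits of the 6 libraries of a comparison, 1 gave as many DT genes as the real one in 2023 (highest other, 6), 3 in 2022 (46), 1 between years in planktivores (13) and 1 in piscivores (2). With 10 splits no share can fall below 0.1. For both years together 1 of 100 arrangements reached 65 genes, and the highest other gave 16. Of the collagen, extracellular-matrix, Slc and transcription factor sets, 2, 2, 0 and 0 passed the threshold in these comparisons, and 7, 6, 10 and 10 of the 10 splits had as many. As many marker lists passed in 1, 2, 2 and 7 of the 10 splits.

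Telencephalon tissue present in part of the libraries is a candidate explanation for foxg1a, tbr1b and other transcription factors of Table 3, which were near 0 in piscivore 2 and high in planktivore 3 of 2022. Of the 9 genes of the telencephalon list outside Table 3, 6 were highest in the same 3 libraries of 2022 as foxg1a, for example neurod6a at 15.0, 23.8 and 15.2 CPM against 1.74, 4.66 and 4.03 in the other 3. emx2 did not follow, with 18.0 CPM in piscivore 2. Of the list of 18 genes, 14 are above 1 CPM in most libraries and 9 are in Table 3. The phenotype difference of 2023, when all piscivores were high, stays open between tissue and phenotype.

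Hypothalamus tissue missing from part of the libraries of 2022 may underlie much of the difference between years in piscivores. Of the 42 genes lower in piscivores of 2022, 34 were highest in planktivore 3 among the planktivores of 2022, the library with the highest mean of the hypothalamus list. oxt was at 40.6, 0.336 and 1.52 CPM in piscivores 1, 2 and 3 and 4.61, 57.6 and 19.8 in planktivores 2, 3 and 4 of 2022, against 249, 202 and 211 in piscivores and 73.3, 163 and 7.37 in planktivores of 2023. Of the 16 genes listed, 12 are above 1 CPM in most libraries and 10 are in Tables S2 to S4.

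Less cerebellum tissue in piscivore 3 of 2022 and piscivore 1 of 2023 is a candidate explanation for their low neurod1. Of 12 genes of the cerebellum list, 8 were lowest of their group in both libraries, and cbln12 was at 5.36 and 5.73 CPM against 131 to 643 elsewhere. Spinal cord or caudal hindbrain tissue in part of the libraries is one for hoxc8a. Of 22 hox genes, 21 were highest in piscivore 2 among the piscivores of 2022, so as a list they were not bound to planktivores. hoxc8a itself had only 1 count in piscivore 2, against 59 and 101 in planktivores 3 and 4 of 2022, so this test cannot decide for it. Of 39 hox genes listed none is above 1 CPM in most libraries, and of 13 cerebellum genes 10 are.

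Skeletal muscle tissue in the planktivore libraries of 2022 might account for ckma and ckmb, and more blood cells in the planktivore libraries of 2023 for slc4a1a, kel and nt5c2l1. Outside the tables of the study, 2 of 5 muscle genes were higher in planktivores (median 0.15) and 2 of 3 erythrocyte genes (median −0.30), too few to decide. Capture and handling before death differing between the groups could account for fosab and junba of 2022. Of the immediate early genes outside the tables, 5 of 5 were higher in planktivores (median −0.89), but gear went with phenotype, so handling and phenotype cannot be told apart.

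LOC116047119 was at 4.09 to 6.24 CPM in 5 libraries of both phenotypes and at 90.8 or more in the other 7. A variant carried by part of the fish is a candidate explanation. The ratio across the gap was 14.3 with 0.1 CPM added to each level, but the gap alone does not show a variant. Over the genome 230 genes fell into 2 such levels, at least 4 times apart, in 95 patterns.

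Medians and counts below are of differences between group means of log2 CPM, higher meaning higher in piscivores. In 2023 the lists gave pituitary (median 2.87, 10 of 10 higher, adjusted p = 0.0351), hypothalamus (median −0.52, 4 of 14 higher, adjusted p = 0.0112), telencephalon (median 1.18, 17 of 18 higher, adjusted p = 1.29e-09), cerebellum (median −0.53, 1 of 12 higher, adjusted p = 0.0131), hox genes (median 0.16, 7 of 9 higher, adjusted p = 0.779), skeletal muscle (median −0.87, 3 of 13 higher, adjusted p = 0.0591), erythrocyte (median −0.79, 1 of 15 higher, adjusted p = 1.17e-06), meninges (median 1.13, 26 of 26 higher, adjusted p = 1.29e-13), choroid plexus (median 1.08, 4 of 5 higher, adjusted p = 0.00175), immediate early genes (median −0.29, 4 of 11 higher, adjusted p = 0.280), circadian (median 0.33, 16 of 21 higher, adjusted p = 0.00360), glucocorticoid and fasting (median 0.20, 8 of 13 higher, adjusted p = 0.107) and cell cycle (median −0.17, 6 of 23 higher, adjusted p = 0.00991). In 2022 they gave pituitary (median −1.53, 0 of 2 higher, adjusted p = 0.0589), hypothalamus (median −1.69, 0 of 10 higher, adjusted p = 0.000174), telencephalon (median 0.40, 12 of 18 higher, adjusted p = 0.171), cerebellum (median −0.77, 0 of 11 higher, adjusted p = 0.00263), hox genes (median −1.89, 0 of 21 higher, adjusted p = 0.000373), skeletal muscle (median −2.11, 3 of 13 higher, adjusted p = 6.04e-12), erythrocyte (median 0.17, 12 of 15 higher, adjusted p = 0.0980), meninges (median 0.88, 23 of 25 higher, adjusted p = 9.92e-16), choroid plexus (median 0.43, 5 of 5 higher, adjusted p = 0.0349), immediate early genes (median −1.40, 1 of 11 higher, adjusted p = 1.54e-09), circadian (median −0.27, 8 of 21 higher, adjusted p = 0.00263), glucocorticoid and fasting (median −0.996, 3 of 13 higher, adjusted p = 1.52e-10) and cell cycle (median 0.64, 23 of 23 higher, adjusted p = 1.02e-13).

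Higher means higher in 2022 in what follows. In planktivores the lists gave pituitary (median −2.15, 2 of 6 higher, adjusted p = 0.494), hypothalamus (median −1.72, 0 of 14 higher, adjusted p = 2.31e-06), telencephalon (median −0.15, 6 of 17 higher, adjusted p = 0.264), cerebellum (median −0.35, 1 of 12 higher, adjusted p = 0.0373), hox genes (median 1.96, 22 of 22 higher, adjusted p = 0.0386), skeletal muscle (median 1.39, 10 of 13 higher, adjusted p = 0.0107), erythrocyte (median −1.75, 0 of 15 higher, adjusted p = 2.83e-12), meninges (median 0.08, 13 of 25 higher, adjusted p = 0.881), choroid plexus (median 0.39, 4 of 5 higher, adjusted p = 0.311), immediate early genes (median 1.195, 11 of 11 higher, adjusted p = 0.000301), circadian (median 0.40, 14 of 21 higher, adjusted p = 0.00168), glucocorticoid and fasting (median 0.75, 13 of 13 higher, adjusted p = 1.37e-07) and cell cycle (median −1.14, 0 of 23 higher, adjusted p = 2.20e-16). In piscivores they gave pituitary (median −7.81, 0 of 3 higher, adjusted p = 0.0241), hypothalamus (median −3.47, 0 of 13 higher, adjusted p = 1.92e-12), telencephalon (median −1.29, 3 of 18 higher, adjusted p = 0.0423), cerebellum (median −0.57, 2 of 12 higher, adjusted p = 0.0515), hox genes (median −0.04, 4 of 9 higher, adjusted p = 0.944), skeletal muscle (median 0.09, 6 of 11 higher, adjusted p = 0.746), erythrocyte (median −0.61, 0 of 15 higher, adjusted p = 0.00136), meninges (median −0.14, 9 of 26 higher, adjusted p = 0.141), choroid plexus (median −0.03, 2 of 5 higher, adjusted p = 0.944), immediate early genes (median 0.13, 8 of 11 higher, adjusted p = 0.684), circadian (median −0.11, 9 of 21 higher, adjusted p = 0.684), glucocorticoid and fasting (median −0.09, 4 of 13 higher, adjusted p = 0.374) and cell cycle (median −0.24, 4 of 23 higher, adjusted p = 0.0241). With fry only the muscle and glucocorticoid lists of 2022, the erythrocyte, circadian, glucocorticoid and cell cycle lists of planktivores and the hypothalamus list of piscivores passed the threshold, and with an estimated correlation none did.

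The pituitary list holds 12 genes, 2 of them above 1 CPM in most libraries and 7 in Tables S2 to S4. For skeletal muscle these numbers are 23, 10 and 9, for erythrocytes 19, 15 and 12, for meninges 29, 25 and 10 (13 in the extracellular-matrix set), for choroid plexus 8, 5 and 0, for immediate early genes 13, 11 and 5, for circadian genes 25, 21 and 5, for glucocorticoid and fasting genes 14, 13 and 8, and for the cell cycle 24, 23 and 13. Tables 3 and 5 hold 6 genes of the meninges list, 3 of the choroid plexus list and 3 of the glucocorticoid and fasting list. They also hold 2 immediate early genes, 1 erythrocyte gene and 1 circadian gene of these lists.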
